# PDGFRα^+^ stromal adipocyte progenitors transition into epithelial cells during lobulo-alveologenesis in the murine mammary gland

**DOI:** 10.1038/s41467-019-09748-z

**Published:** 2019-04-15

**Authors:** Purna A. Joshi, Paul D. Waterhouse, Katayoon Kasaian, Hui Fang, Olga Gulyaeva, Hei Sook Sul, Paul C. Boutros, Rama Khokha

## Abstract

The mammary gland experiences substantial remodeling and regeneration during development and reproductive life, facilitated by stem cells and progenitors that act in concert with physiological stimuli. While studies have focused on deciphering regenerative cells within the parenchymal epithelium, cell lineages in the stroma that may directly contribute to epithelial biology is unknown. Here we identify, in mouse, the transition of a PDGFRα^+^ mesenchymal cell population into mammary epithelial progenitors. In addition to being adipocyte progenitors, PDGFRα^+^ cells make a de novo contribution to luminal and basal epithelia during mammary morphogenesis. In the adult, this mesenchymal lineage primarily generates luminal progenitors within lobuloalveoli during sex hormone exposure or pregnancy. We identify cell migration as a key molecular event that is activated in mesenchymal progenitors in response to epithelium-derived chemoattractant. These findings demonstrate a stromal reservoir of epithelial progenitors and provide insight into cell origins and plasticity during mammary tissue growth.

## Abstract (web summary)

The origin and source of mammary gland progenitors and how they interact with the adipose‐rich stroma is unclear. Here, the authors identify PDGFRα^+^ adipocyte progenitors in the murine mammary stroma as a mesenchymal cell lineage recruited into the expanding epithelium during development, hormone exposure and pregnancy.

## Introduction

The mammary parenchyma comprises an inner layer of luminal epithelial cells and an outer basal epithelial lineage^1^. The luminal lineage can differentiate into lobuloalveolar structures during the female reproductive cycle and become milk-secreting sacs following pregnancy. The basal lineage gives rise to differentiated myoepithelial cells that are contractile and aid in milk expulsion. Early mammary development as well as adult tissue growth and regeneration rely on stem cells and progenitors to generate epithelial lineages upon physiological demand. Research on mammary epithelial precursors has been fueled by therapeutic challenges in breast cancer arising from breast cancer heterogeneity and evidence suggests that mammary stem cells or their progenitors are putative cells of origin in distinct breast cancer subtypes^2^. Work from several groups^3–12^ has yielded knowledge on the existence, characteristics, potency, location, and regulation of mammary stem and progenitor cells within epithelial lineages.

The mammary epithelium is embedded in an adipose-rich stroma that contains haematopoietic, endothelial cells, the extracellular matrix and mesenchymal cells such as fibroblasts and adipocyte precursors. The importance of stromal-epithelial interactions for mammary gland biology and breast cancer has long been appreciated^13,14^. As early as embryonic development, the mesenchyme is known to induce formation of the mammary epithelial bud^13^. The greater part of mammary growth and branching that takes place during postnatal life is dependent on an intricate interplay between the hypothalamic-pituitary-ovarian hormone axis and cell-cell communications where diverse stromal elements play a crucial role^14^. In breast cancer, carcinoma associated fibroblasts in the tumor microenvironment drive tumor growth and metastasis^15^. A significant stromal influence on early cancer development is also evident in studies where exposure of the stroma alone to carcinogens is sufficient to trigger tumorigenesis within the epithelium^16,17^. While mammary stem cells and progenitors are recognized precursors for epithelial expansion, our understanding of the impact of stromal niche cells on these cell populations is rather limited^18,19^. In particular, stromal lineages that directly contribute to the epithelial precursor pool have not been defined.

Adipocytes are abundant in mammary stroma and tissue-ablation studies in mice have inferred the importance of adipocytes in mammary development^20,21^. In white adipose tissue depots, adipocytes have been shown to arise from resident adipocyte progenitors^22,23^. Lineage tracing studies have established Platelet Derived Growth Factor Receptor alpha (PDGFRα) as a marker of adipocyte progenitors that can generate *de novo* functional adipocytes in vivo^24,25^. PDGFRα is expressed by mesenchymal cell populations and is involved in the development of diverse tissues^26,27^.In skin epithelia, adipocyte precursor cells are involved in driving the regenerative hair cycle^28^. The mammary gland is a skin appendage and similar to the hair follicle, it undergoes significant growth and cyclical remodeling in postnatal life^29^. However, dynamics of adipocyte progenitors during mammary epithelial expansion have been unexplored.

Here, we show that PDGFRα marks mesenchymal adipocyte progenitors that form a distinct stromal layer encasing the parenchymal epithelial lineages of the mouse mammary gland. PDGFRα^+^ progeny are present in mammary epithelial lineages from early embryonic development and throughout morphogenesis in postnatal life. These stromal progenitors are recruited into the mammary epithelium during early development and in the adult gland upon steroid sex hormone exposure or pregnancy. We find that mesenchymal adipocyte precursors marked by Preadipocyte factor 1 (PREF-1) also transition into adult mammary epithelial cells while mature adipocytes do not. Through combined transplantation and lineage tracing experiments, we demonstrate the mesenchymal-to-epithelial switch of stroma-localized cells during mammary epithelial expansion. PDGFRα^+^ stromal cells exhibit a robust migratory molecular profile in response to sex hormones in vivo. We observe increased expression levels of *Pdgfc*, a PDGFRα ligand, in epithelial cells from hormone-stimulated mice, and illustrate chemotactic migration of PDGFRα^+^ stromal cells following PDGFCC administration. Taken together, this study exposes a PDGFRα^+^ and PREF-1^+^ mesenchymal adipogenic cell pool as a source of epithelial descendents in the expanding mammary gland.

## Results

### PDGFRα marks mesenchymal progenitors in the mammary gland

Given the abundant adipose content in the adult mammary gland, we examined whether PDGFRα can serve as a marker of mammary stromal progenitors. In addition to being scattered throughout the mouse fat pad, PDGFRα^+^ stromal cells formed a concentrated layer closely surrounding the bilayered mammary epithelium, which comprises inner luminal cells and outer basal cells^1^ (Fig. 1a). This distribution persisted during the estrous reproductive cycle or following hormonal stimulation (Supplementary Fig. 1a). Despite the striking proximity of PDGFRα^+^ cells to epithelial structures, co-staining with luminal- and basal-specific cytokeratins showed that PDGFRα does not overlap with epithelial keratins (Fig. 1a). Based on established cell surface marker profiles^3,30^, stromal (CD49f^-^EpCAM^-^), luminal (CD49f^lo^EpCAM^+^) and basal (CD49f^hi^EpCAM^+^) cell fractions were purified using fluorescence-activated cell sorting (FACS) and *Pdgfrα* expression was analyzed by droplet digital PCR (ddPCR) used for detecting low mRNA levels (Fig. 1b). *Pdgfrα* transcripts were only observed in the stromal fraction, and absent in K14-expressing basal and K18-expressing luminal cells. Mice treated with either vehicle or sex hormones (estrogen, E; estrogen and progesterone, E+P) also showed *Pdgfrα* mRNA expression exclusively in stromal cells (Supplementary Fig. 1b). Next, flow cytometry of PDGFRα^+^ cells showed their presence in lineage^-^ cells but not in the lineage^+^ hematopoietic and endothelial populations (Fig. 1c). Within lineage^-^ cells, PDGFRα^+^ cells were significantly present in the stromal mesenchymal subset, but not found in epithelial fractions (basal, luminal, or luminal subpopulations segregated by Sca1 that enriches for estrogen and progesterone receptor positive (ER^+^PR^+^, Sca1^+^) versus negative (ER^-^PR^-^, Sca1^-^) cells and progenitors;^30,31^ Fig. 1d, e). The proportion of PDGFRα^+^ cells in the stroma increased upon hormone stimulation indicative of their hormone sensitivity (Fig. 1e). FACS-sorted PDGFRα^+^ cells differentiated into lipid-laden adipocytes in vitro (Fig. 1f), and were enriched for stromal progenitors as seen through their increased colony forming capacity (Fig. 1g–i). These data identify a PDGFRα^+^ progenitor population that is hormone-sensitive and adipogenic in the mammary stroma.

**Fig. 1:**
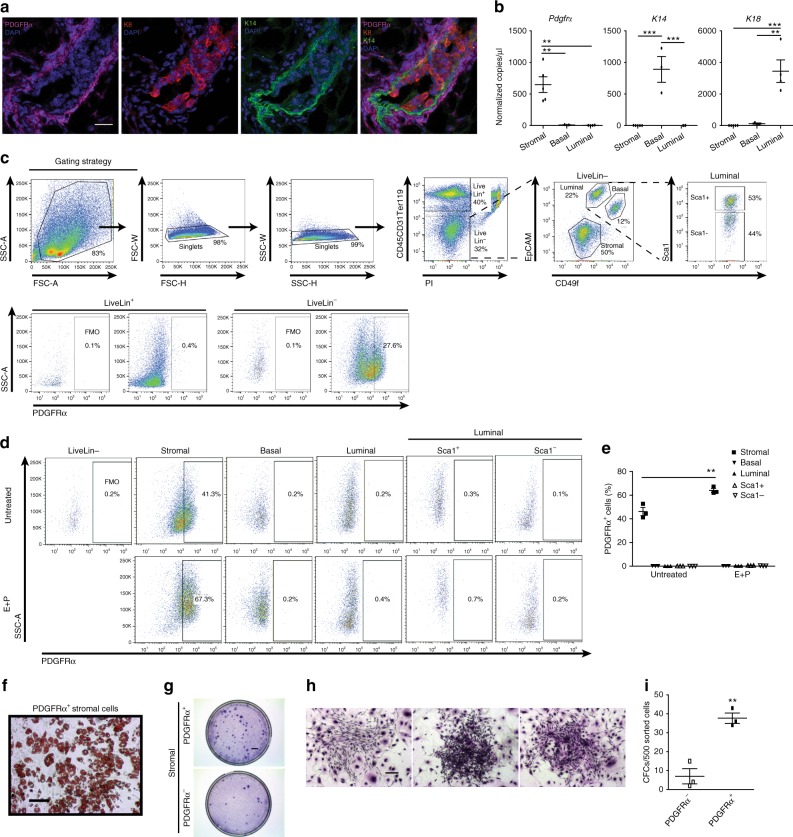
PDGFRα^+^ mammary cells are a stromal adipogenic population enriched in progenitors. **a** Maximum intensity Z-projection of confocal immunofluorescence for luminal (K8; red) and basal (K14; green) epithelial-specific keratins with PDGFRα (magenta) and nuclear DAPI (blue) on a representative adult mouse mammary tissue section (*n* = 3 mice, 5 fields per section); scale bar = 25 µm. **b** Droplet digital PCR analysis of *Pdgfrα* and epithelial keratins *K14*, *K18* normalized to *Gapdh* in fluorescence-activated cell sorting (FACS)-sorted stromal (CD49f^-^EpCAM^-^, *n* = 5) and luminal (CD49f^lo^EpCAM^+^, *n* = 4), basal (CD49f^hi^EpCAM^+^, *n* = 3) mammary epithelial cells. **c** FACS gating strategy used to exclude doublets and dead cells (PI^+^) from analysis of PDGFRα^+^ cells within the lineage^+^ (Lin^+^) population that consists of haematopoietic (CD45^+^), endothelial (CD31^+^) cells and erythrocytes (Ter119^+^), and the Lin^-^ population that consists of mammary stromal and epithelial subpopulations segregated using indicated cell surface markers; fluorescence minus one (FMO) control. **d** Flow cytometry analyses of PDGFRα^+^ cells within distinct mammary subpopulations derived from adult mammary glands of untreated or sex hormone (E+P) treated mice (*n* = 3 mice per group). **e** Quantification of PDGFRα^+^ cells in (d). **f** Image of adipocyte differentiation and lipid accumulation in FACS-sorted PDGFRα^+^ cells as detected by Oil Red O staining (representative of cultured sorted cells from *n*=6 individual mice); scale bar = 100 µm. **g** Colony forming cell (CFC) assay performed on sorted PDGFRα^-^ and PDGFRα^+^ stromal cells (*n* = 6 mice); scale bar = 5 mm. **h** Representative stromal colonies generated by PDGFRα^+^ cells (*n* = 6 mice); scale bar = 200 µm. **i** CFC capacity of PDGFRα^-^ and PDGFRα^+^ cells (*n* = 3 mice). Data represent mean ± s.e.m. *p< 0.05, **p<0.01, ***p<0.001 (*t*-test). Source data are provided as a Source Data file

### Progeny of the Pdgfrα^+^ lineage exists in mammary epithelium

We then investigated the fate of PDGFRα^+^ stromal progenitors in the mammary gland by crossing *Pdgfrα*^*Cre*^ mice to *Rosa26*^*mTmG*^ reporters. The resulting *Pdgfrα*^*Cre*^*R26*^*mTmG*^ lineage tracing mice have indelible eGFP labeling of *Pdgfrα*^+^ cells and their progeny after Cre-mediated excision of tdTomato in *Pdgfrα*-expressing cells (Fig. 2a). In adult *Pdgfrα*^*Cre*^*R26*^*mTmG*^ females, native GFP fluorescence was seen in adipocytes of mammary whole mounts by confocal imaging (Fig. 2b), confirming *Pdgfrα*^+^ cells as adipocyte precursors in vivo as previously reported for male adipose tissue depots^25^. Remarkably, GFP was observed throughout the gland in mammary epithelial structures (Fig. 2b and Supplementary Movie 1). Tissue sections revealed the distribution patterns of PDGFRα^+^ cells in relation to GFP^+^ progeny. Specifically, PDGFRα^+^ cells were dispersed in the fat pad and adjacent to ducts, yet restricted to stroma while GFP^+^ cells comprised PDGFRα^+^ stromal cells, adipocytes and epithelial cells (Fig. 2c, d and Supplementary Fig. 2a). GFP^+^PDGFRα^-^ cells were found in both the basal and luminal epithelial layers, with luminal GFP^+^ cells being primarily PR^-^ (Supplementary Fig. 2a). FACS enumeration demonstrated that GFP^+^ progeny was present in epithelial compartments in addition to stroma, and dominated the basal compartment and Sca1^-^ luminal progenitor subset, both of which are generally hormone-receptor negative (Fig. 2e, f and Supplementary Fig. 2b).

**Fig. 2:**
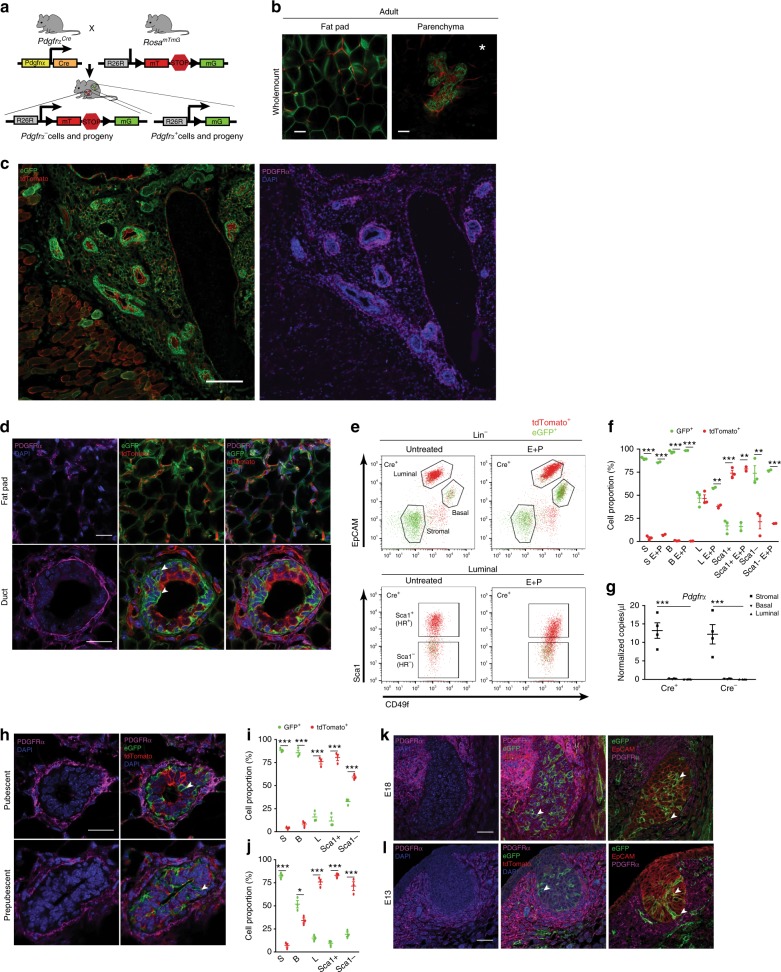
Lineage tracing Pdgfrα^+^ mesenchymal cells reveals GFP-labeled progeny within the mammary epithelium. **a** Lineage tracing model used to determine stromal cell dynamics in the mammary gland. **b** Whole mount confocal images of native GFP (green) and tdTomato (red) fluorescence in the mammary fat pad (left) and epithelia (right; E+P treated) of adult *PdgfrαCre R26mTmG* mice; scale bar = 50 µm. **c** GFP, tdTomato (left) and PDGFRα (magenta), DAPI (blue) (right) immunostaining spanning several epithelial structures in *PdgfrαCre R26mTmG* mammary tissue derived from **b**; scale bar = 200 µm. **d** High magnification image of PDGFRα, GFP and tdTomato in the fat pad and glandular regions from an E+P treated mouse (representative of *n* = 5 adult mice and 5 fields per tissue section); scale bar = 25 µm. **e** FACS profiles of GFP^+^ and tdTomato^+^ cells in mammary subpopulations: stromal, basal, luminal and luminal subsets enriched for hormone receptor (HR) positive (Sca1^+^) and negative (Sca1^-^) cells of adult mammary glands isolated from untreated (*n* = 3) or E+P treated (*n* = 2) mice; **f** Quantification of GFP^+^ and tdTomato^+^ cells in stromal (S), basal (B) and luminal (L) subpopulations shown in **e**. **g** Droplet digital PCR analysis of *Pdgfrα* transcripts normalized to *Gapdh* in FACS-sorted mammary cell fractions from lineage tracing mice (*n* = 4 per group). **h** Immunofluorescent images of *PdgfrαCre R26mTmG* mammary tissue sections from pubescent and prepubescent mice (imaging of *n* = 3 mice per stage and 5 fields per tissue section); scale bar = 25 µm. Quantification of GFP^+^ and tdTomato^+^ cells in mammary subsets of **i** pubescent (*n* = 3) and **j** prepubescent (*n* = 3) mice. PDGFRα^+^ cells (magenta), GFP^+^ progeny (green) and epithelial EpCAM (red) in the embryonic mammary gland at embryonic day 18 **k** and day 13 **l** (*n* = 3 mice each, 3 fields per tissue section); scale bar = 25 µm. White arrowheads indicate GFP^+^ cells. White asterisk denotes associated Supplementary Movie 1. Data represent mean ± s.e.m. *p< 0.05, **p<0.01,***p<0.001 (Statistical analysis by one-way ANOVA in g and *t*-test in **f**, **i** and **j**). Source data are provided as a Source Data file

Given this unexpected occurrence of PDGFRα^+^ stromal progeny in epithelia, we performed ddPCR on FACS-purified mammary subsets from *Cre*^*+*^ mice and *Cre*^*-*^ controls to measure *Pdgfrα* expression in our lineage tracing study; *Pdgfrα* transcript was only detected in stroma (Fig. 2g). We next investigated PDGFRα^+^ progenitor dynamics during early development, and found that PDGFRα remained stromally-restricted while GFP^+^ cells in lineage tracing experiments were observed in epithelia of both pubescent (5-week) and prepubescent (2-week) glands through imaging and FACS analyses (Fig. 2h–j and Supplementary Fig. 3a-d). Tracing in the mammary rudiment at embryonic day 18 (E18) and bud as early as E13 showed localization of PDGFRα to the mammary mesenchyme and the presence of GFP progeny in epithelial layers that expressed EpCAM, K14 and K19 (Fig. 2k, l and Supplementary Fig. 3e, f). These in situ and quantitative data pinpointed PDGFRα^+^ stromal precursors as a previously unrecognized source of mammary epithelial progenitors.

### Adipocyte progenitors contribute to mammary epithelia

We next used a series of mouse models to discern the recruitment of mesenchymal stromal lineage cells into the adult mammary epithelium. We first checked endogenous *Pdgfrα* expression using *Pdgfrα*^*H2B-eGFP*^ mice that harbor a histone H2B-eGFP fusion reporter controlled by the *Pdgfrα* promoter (Fig. 3a). In immunostained tissue sections, GFP^+^ cells were present in the PDGFRα^+^ stroma but not epithelium (Fig. 3b). Flow cytometry showed a marked H2B-eGFP^+^ stromal population whereas epithelial cells expressed 1–2 orders of magnitude lower GFP fluorescence intensity (Fig. 3c, d). *Pdgfrα* analysis by ddPCR in FACS-purified GFP^+^ stroma versus low intensity GFP^+^ basal and luminal subsets verified detectable transcripts only in GFP^+^ stroma (Fig. 3e), indicating that the low epithelial GFP reflects prior *Pdgfrα* expression in the stromal parental lineage. We employed inducible *Pdgfrα*^*CreERT*^*R26*^*mTmG*^ mice which have previously been used to trace the adipocyte lineage in white adipose tissue^24^. Here, Cre-driven eGFP expression is induced following tamoxifen (TAM) administration (Supplementary Fig. 4a), enabling temporal control over cell labeling and fate mapping. In a 3-day short trace, mammary tissue from TAM-treated mice had prominent GFP in PDGFRα^+^ stromal cells (Fig. 4a–c and Supplementary Fig. 4b, e). Occasional GFP^+^ PDGFRα^-^ epithelial cells were noted, some of which had finger-like projections in contact with the PDGFRα^+^ stroma, signifying a transitory state (Supplementary Fig. 4c**)**. Oil-injected Cre^+^ controls did not show GFP in whole mounts, tissue sections or by flow cytometry, thus precluding possible leaky Cre expression (Supplementary Fig. 4d, e).

**Fig. 3:**
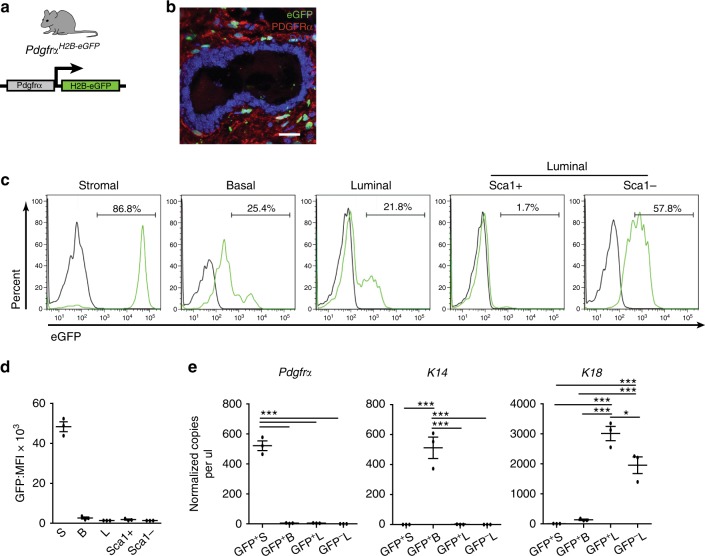
Endogenous Pdgfrα promoter activity in the mammary gland. **a** A mouse reporter for endogenous Pdgfrα promoter activity. **b** Co-staining for H2B-eGFP and PDGFRα in the adult gland (representative of *n* = 3 mice and 5 fields per tissue section); scale bar = 25 µm. **c** Flow cytometry histograms depicting H2B-eGFP^+^ cells (green) in mammary subsets relative to wild-type control (black). **d** Mean fluorescence intensity (MFI) of H2B-eGFP in (**c**) (*n* = 3 mice). **e** Droplet digital PCR analysis of *Pdgfrα*, *K14*, *K18* normalized to *Gapdh* in FACS-sorted GFP^+^ and GFP^-^ cell fractions from reporter mice (isolated from *n* = 3 individual mice). Data represent mean ± s.e.m. *p< 0.05, ***p<0.001 (one-way ANOVA). Source data are provided as a Source Data file

**Fig. 4:**
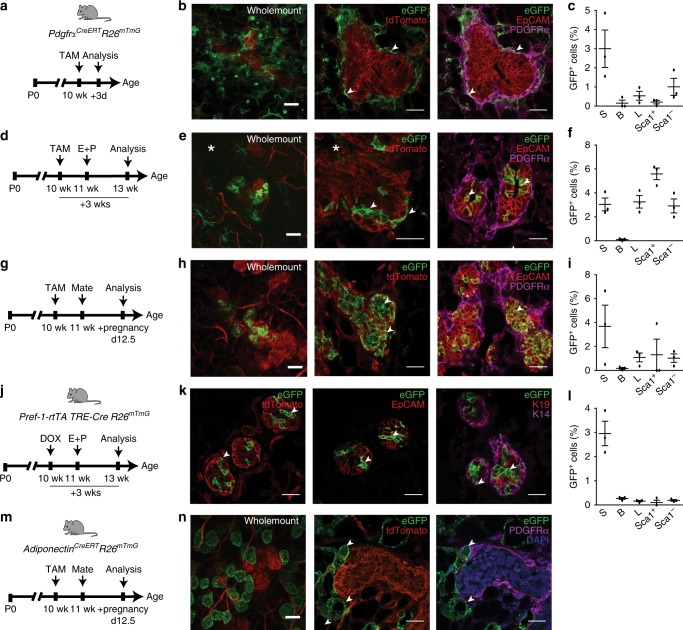
Mesenchymal adipocyte progenitors are recruited into the adult mammary epithelium during cellular expansion. **a** Short trace regimen in the tamoxifen (TAM)-inducible *PdgfrαCreERT R26mTmG* model. **b** Wholemount (left) and tissue sections immunostained for GFP (green), tdTomato (red) (middle) and GFP with EpCAM (red), PDGFRα (magenta) (right) isolated from an adult gland 3 days following TAM injection. **c** Flow cytometry quantification of GFP^+^ cells within stromal (S), basal (B), luminal (L), and luminal Sca1^+^, Sca1^-^ subsets in the 3d short trace (*n* = 3 mice). **d** Three week trace of PDGFRα^+^ cell progeny after TAM induction and hormone stimulation. **e** Native fluorescence within lobuloalveoli after E+P treatment (left) and GFP^+^ cells in tissue sections (middle, right). **f** GFP^+^ cells in mammary subsets after a 3 week trace (*n* = 3 mice). **g** PDGFRα^+^ cell tracing during pregnancy. **h** Wholemount fluorescence showing GFP^+^ lobuloalveolar structures during mid-pregnancy (left) and immunostaining on tissue sections (middle, right). **i** GFP^+^ cell proportions during pregnancy (*n* = 3 mice). **j** Lineage tracing Pref-1^+^ mesenchymal adipocyte progenitors in the *Pref-1-rtTA TRE-Cre R26mTmG* model following DOX induction and hormone stimulation. **k** Mammary tissue sections from Pref-1 tracing mice co-stained for eGFP (green) and tdTomato (red) (left), eGFP with epithelial markers EpCAM (red) (middle) and K19 (red), K14 (magenta) (right). **l** GFP^+^ cell distribution in mammary subsets of Pref-1 adult mice stimulated with hormones (*n* = 3 mice). **m** Mature adipocyte lineage tracing model subjected to TAM induction and pregnancy. **n** Mammary tissue isolated from adipocyte tracing mice analyzed by wholemount (left) and immunostaining (middle, right) with eGFP (green), tdTomato (red), PDGFRα^+^(magenta) and DAPI (blue), showing an absence of mature adipocyte recruitment into the epithelium (*n* = 3 mice). Scale bar = 50 µm for wholemounts and 25 µm for tissue sections; arrowheads indicate GFP^+^ cells. Images are representative of 5 fields per tissue section per mouse. White asterisk denotes associated Supplementary Movies 2 and 3. Data represent mean ± s.e.m. Source data are provided as a Source Data file

Ovarian sex hormones, especially progesterone, are well known to activate mammary stem cells and progenitors in the adult gland propelling the growth of milk-secreting lobuloalveoli during the mouse and human reproductive cycle as well as pregnancy^1,10,32,33^. Thus, we incorporated sex hormone treatment or pregnancy in a ~3-week trace following TAM (Fig. 4d–i). After hormone exposure, GFP^+^ cells contributed to epithelial expansion in lobuloalveolar structures, remained PDGFRα^-^, were largely PR^-^ and epithelial EpCAM^+^ although Keratin low, and accumulated mainly in luminal progenitor subsets (Fig. 4e, f and Supplementary Fig. 5a, b and Supplementary Movie 2, 3). Of note, PDGFRα^+^ GFP^+^ cells often exhibited long cellular processes, and in certain instances formed long stretches contiguous with PDGFRα^-^ GFP^+^ cells in the epithelium (Fig. 4e and Supplementary Movie 3). Tracing in mid-pregnancy (Fig. 4g), GFP-labeled cells similarly demonstrated their expansion within lobuloalveoli, again mostly in the luminal compartment (Fig. 4h, i and Supplementary Fig. 5c, d). We also found that induction of lineage tracing during early development in mice 2 weeks old or less resulted in a vast proportion of GFP^+^ progeny in luminal as well as basal subsets when analyzed in older mice, indicating significant contribution of PDGFRα^+^ cells to early formation of the mammary gland (Fig. 5a, b and Supplementary Fig. 6).

**Fig. 5:**
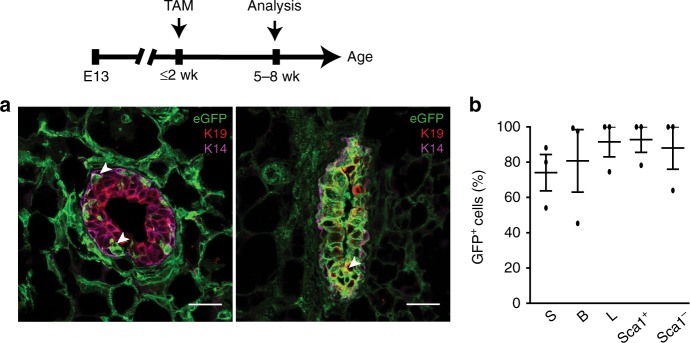
PDGFRα^+^ cell descendents contribute to early mammary epithelial development. **a** Immunofluorescent images of GFP-labeled cells with epithelial Keratins (luminal-K19, basal-K14) in 5–8 week old mammary tissue following TAM induction in prepubescent mice (representative of intermediate (left) and high (right) GFP labeling within the epithelium); *n* = 3 mice; scale bar = 25 µm. **b** GFP^+^ cells in stromal (S), basal (B), luminal (L), and luminal Sca1^+^, Sca1^-^ mammary subsets (*n* = 3 mice). Data represent mean ± s.e.m. Source data are available as a Source Data file

Preadipocyte factor-1 (Pref-1 or Dlk1) has been shown to specifically mark mesenchymal adipocyte precursors essential during embryonic white adipose tissue development and adult adipose tissue expansion^34,35^. To ascertain the contribution of mesenchymal adipocyte precursors to the mammary epithelium, we selected doxycyline (DOX)-inducible *Pref-1-rtTA TRE-Cre R26*^*mTmG*^ mice as an independent lineage tracing model (Fig. 4j). In a short 3-day trace following DOX administration in adult mice, GFP-labeled cells were present in mammary stroma surrounding ducts where some overlapped with PDGFRα expression (Supplementary Fig. 7a). Upon longer-tracing involving hormone-stimulated growth of the mammary gland, GFP^+^ cells were observed within mammary lobuloalveoli and epithelial subsets (Fig. 4k, l and Supplementary Fig. 7b, c), similar to *Pdgfrα*^*CreERT*^*R26*^*mTmG*^ mice. To determine whether mature adipocytes have the capacity to generate mammary epithelial cells, we TAM-induced adult *Adiponectin*^*CreERT*^*R26*^*mTmG*^ mice which have been shown to effectively label mature adipocytes^36^ (Fig. 4m). Tracing cell fate at mid-pregnancy showed GFP-labeled adipocytes without any epithelial progeny (Fig. 4n and Supplementary Fig. 7d, e). GFP^+^ adipocytes were also negative for PDGFRα expression (Fig. 4n), as reported previously^25^ . Together, these data show that mesenchymal adipocyte precursors but not mature adipocytes within the mammary stroma give rise to epithelial descendents which expand during hormone-dependent growth of the adult mammary gland.

### Tracing-in-transplants illustrate stromal-to-epithelial transition

We then designed a lineage ‘tracing-in-transplant’ assay (Fig. 6a) to delineate whether mesenchymal cells from a stromal lineage tracing fat pad can indeed contribute to epithelium derived from a non-lineage tracing mouse. FACS-purified, non-fluorescent wild-type mammary epithelial cells were transplanted into inguinal epithelium-divested mammary fat pads of *Pdgfrα*^*CreERT*^*R26*^*mTmG*^ recipients; care was taken to sever the connection between the fourth and fifth mammary glands to ensure complete clearing of the fourth mammary fat pad. Recipients received TAM 8-weeks after transplant, and then were hormone-stimulated or left untreated. In all transplants, wild type outgrowths were readily visible in tissue sections as nuclear DAPI^+^ and tdTomato^-^ in contrast to the endogenous DAPI^+^ tdTomato^+^ lineage tracing fat pad (Fig. 6b). Notably, sex hormone stimulation following TAM induction generated wild-type outgrowths in all transplanted fat pads that contained GFP^+^ progeny from the stroma that now contributed to mammary epithelial structures, lost their mesenchymal PDGFRα expression, and instead expressed the epithelial marker EpCAM (Fig. 6b and Supplementary Movie 4). GFP^+^EpCAM^+^ epithelial cells also existed as clusters, indicating expansion of epithelial progenitors derived from stromal precursors. In mice untreated with hormones, GFP-labeled cells were only detectable in the stroma (Fig. 6b), indicating that the transplantation technique per se did not elicit a stromal to epithelial lineage switch. Furthermore, when wild type epithelial cells were transplanted into mature adipocyte lineage tracing fat pads of *Adiponectin*^*CreERT*^*R26*^*mTmG*^ mice that were subsequently TAM induced and hormone treated, GFP-labeled adipocytes in the stroma did not contribute to epithelia (Fig. 6c, d), showing that sex hormones do not mediate artificial epithelial recruitment of otherwise committed stromal lineages. These series of transplantation experiments unequivocally demonstrate the transition of a mesenchymal niche population into mammary epithelial progenitors.

**Fig. 6:**
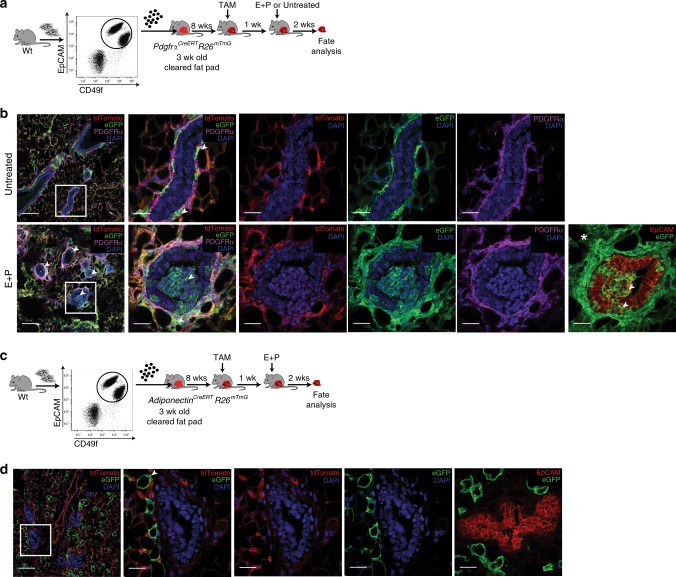
Stromal to epithelial transition of mesenchymal cells in a tracing-in-transplant assay. **a** Stromal cell contribution to epithelia was tested by a lineage tracing-in-transplant strategy utilizing FACS-sorted wild type non-fluorescent epithelial cells which were injected into inguinal cleared fat pads of *PdgfrαCreERT R26mTmG* tracing mice that were later TAM induced and left untreated (*n* = 6 fat pads) or treated with E+P hormones (*n* = 6 fat pads). **b** Images of outgrowths representative of all transplanted fat pads (white boxed area on leftmost images shown at higher magnification on right panels) with tdTomato (red), GFP (green), PDGFRα (magenta), DAPI (blue) and EpCAM (red). **c** Sorted wild type epithelial cell injections into cleared fat pads of *AdiponectinCreERT R26mTmG* mature adipocyte lineage tracing mice, also exposed to sex hormones following TAM induction. **d** Representative outgrowths (*n* = 5) resulting from transplants in (**c**). Scale bar = 100 µm (left; low magnification) and 25 µm (close-ups).; arrowheads indicate GFP^+^ cells. White asterisk denotes associated Supplementary Movie 4

### Adipocyte progenitors exhibit a migratory phenotype

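Stromal and luminal cells were sorted by FACS from the mammary glands of 7 adult *PdgfrαCre R26mTmG* mice, in which cells that had expressed Cre, and the progeny of these cells, carry GFP and the remaining cells carry tdTomato. Each of the 4 untreated and 3 estrogen plus progesterone (E+P) treated mice gave GFP+ stromal, tdTomato+ stromal, GFP+ luminal and tdTomato+ luminal cells, so 28 libraries were sequenced. The methods describe pellets of 0.14 mg estradiol and 14 mg progesterone kept for 14 days, in a sentence about wild-type mice. Libraries were made from total RNA with a stranded kit for low input, after a fragmentation time adapted to the quality of the RNA. The authors deposited read counts per gene from the STAR aligner, without normalization. Of the gene IDs in the counts, 50376 were found in GENCODE M21, from which gene symbols and GRCm38 coordinates were taken, and 12360 had no counts in any library. Between 8623383 and 24583803 reads per library were counted on genes, with a median of 15329083.5. The group medians ran from 11834493 in untreated GFP+ luminal cells to 21966749 in E+P-treated GFP+ stromal cells. At these depths, 3 counts correspond to between 0.122 and 0.348 CPM (counts scaled to library size), a floor that covers counting error only, since the reads carry no molecular identifiers. Between 20298 and 24277 genes had at least 1 count in a library, and the 10 most abundant genes took from 19.1% to 33.5% of the counts. Libraries of the same group correlated at a Pearson's r between 0.917 and 0.984 over log2 CPM, and 0 pairs of libraries were identical. Counts were scaled by edgeR's TMM factors, which ranged from 0.833 to 1.23. Differences were tested, two-sided, with edgeR's quasi-likelihood F-test on genes kept by its low-count filter, with all 4 groups of a lineage in the same fit. This covered 17783 genes in stroma, 16538 in luminal cells and 19569 over both lineages, and the threshold was the paper's adjusted p of 0.01. Counts were simulated with the library sizes of these samples, the same mean of a gene in all groups and added changes of at most 4-fold. Of the genes so changed, 61.1% were called between GFP+ and tdTomato+ stroma and 32.0% for E+P in GFP+ stroma. These shares do not apply to the larger differences found in these samples.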

To define molecular features of adipocyte progenitors and their epithelial progeny, we performed RNA-seq on FACS-purified GFP^+^ and tdTomato^+^ stromal and luminal populations from untreated (*n* = 4) and hormone stimulated (*n* = 3) adult *Pdgfrα*^*Cre*^*R26*^*mTmG*^ mice (Fig. 7a). The mRNA abundance of known lineage markers confirmed a mesenchymal phenotype for the stromal subsets (*e.g. Vim*, *S100a4*, *Procr*, as well as adipocyte precursor markers *Pdgfra*, *Pref-1 (Dlk1)*, *Pparg*) while the luminal fractions showed high levels of epithelial markers (*e.g. Krt8, K18, K19, Epcam, Itga6* along with basal *Krt14;* Fig. 7b). 

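Across the 7 mice, 12427 of 19569 genes differed between stromal and luminal cells, of which 6455 were higher in stroma and 5972 were higher in luminal cells. With the mouse as a block the number was 12429, while the deviations of stromal and luminal libraries from their group means correlated at 0.056 within a mouse and −0.022 between mice. Deviations cancel out within a group, so the value between mice follows from that within a mouse and is no separate reference. Of the alternatives tried, an adjusted p under 0.05 moved the number of genes most, to 13985. *Vim* (ENSMUSG00000026728.9, chromosome 2, 13573927 to 13582826) was counted at 2183 ± 114 CPM (SD, n = 4) in untreated GFP+ stroma and 1148 ± 189 CPM in untreated tdTomato+ stroma, against 9.10 ± 2.61 and 3.77 ± 4.35 CPM in the GFP+ and tdTomato+ luminal cells of the same mice. Its log2 fold change between stroma and luminal cells was 8.19 (standard error 0.32, adjusted p = 2.2e-16 from edgeR's quasi-likelihood test). *Pdgfra* (ENSMUSG00000029231.15, chromosome 5, 75152292 to 75198215) gave 6.19 (0.30), *Procr* (ENSMUSG00000027611.12, chromosome 2, 155751117 to 155755471) 9.32 (0.65) and *Pparg* (ENSMUSG00000000440.12, chromosome 6, 115360951 to 115490399) 4.82 (0.23) on the same scale, each higher in the stroma of 7 of 7 mice. *S100a4* (ENSMUSG00000001020.8, chromosome 3, 90603771 to 90606045) was scarce throughout, with a highest group mean of 1.27 ± 0.83 CPM in E+P-treated GFP+ stroma, and was higher in stroma by 2.30 on the log2 scale (adjusted p = 8.0e-04, edgeR). *Dlk1* (ENSMUSG00000040856.17, chromosome 12, 109452823 to 109463336) had 0 counts in all 14 luminal libraries and between 0.41 and 3.5 CPM in the means of the 4 stromal groups. Within the stroma, GFP+ cells held more *Pdgfra* than tdTomato+ cells by 4.46 (adjusted p = 3.1e-06, edgeR) and more *Vim* by 0.89 (adjusted p = 4.8e-07, edgeR). *Procr* was lower in GFP+ than in tdTomato+ stroma, at 61.8 ± 5.53 against 1259 ± 376 CPM without hormones, a log2 fold change of −4.58 over all mice (adjusted p = 5.7e-12, edgeR). *Dlk1* was also lower in GFP+ stroma, by −2.02 (adjusted p = 0.0058, edgeR, and 0.016 with the mouse as a block), in 6 of 7 mice. Its lowest stromal group mean, 0.41 CPM, lay near the floor. Neither *S100a4* (1.58, adjusted p = 0.069, edgeR; 0.060 with the block) nor *Pparg* (−0.31, adjusted p = 0.090, edgeR; 0.045 with the block) passed the threshold between the stromal subsets. *S100a4* was higher in GFP+ stroma in 7 of 7 mice and *Pparg* lower in 6 of 7 (exact sign-flip permutation test over mice, two-sided p = 0.0156 and 0.0469). Deviations of GFP+ and tdTomato+ stroma correlated at 0.049 within a mouse and −0.018 between mice. Among epithelial genes, *Krt8* (ENSMUSG00000049382.9, chromosome 15, 101996698 to 102004482), *Krt18* (ENSMUSG00000023043.6, chromosome 15, 102028180 to 102032027), *Krt19* (ENSMUSG00000020911.14, chromosome 11, 100140810 to 100148665), *Epcam* (ENSMUSG00000045394.8, chromosome 17, 87635979 to 87651129) and *Itga6* (ENSMUSG00000027111.15, chromosome 2, 71745616 to 71858416) were lower in stroma by −8.01, −8.48, −6.89, −7.96 and −5.61 on the log2 scale, in 7 of 7 mice. *Krt14* (ENSMUSG00000045545.8, chromosome 11, 100203162 to 100207548) was lower in stroma by −2.74 (standard error 0.48, adjusted p = 1.6e-05, edgeR), with group means between 1.98 and 9.55 CPM in luminal cells. Untreated tdTomato+ stroma held 58.0 ± 56.1 CPM of *Krt8*, whose spread between mice was as large as its mean.

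**Figure D1:**
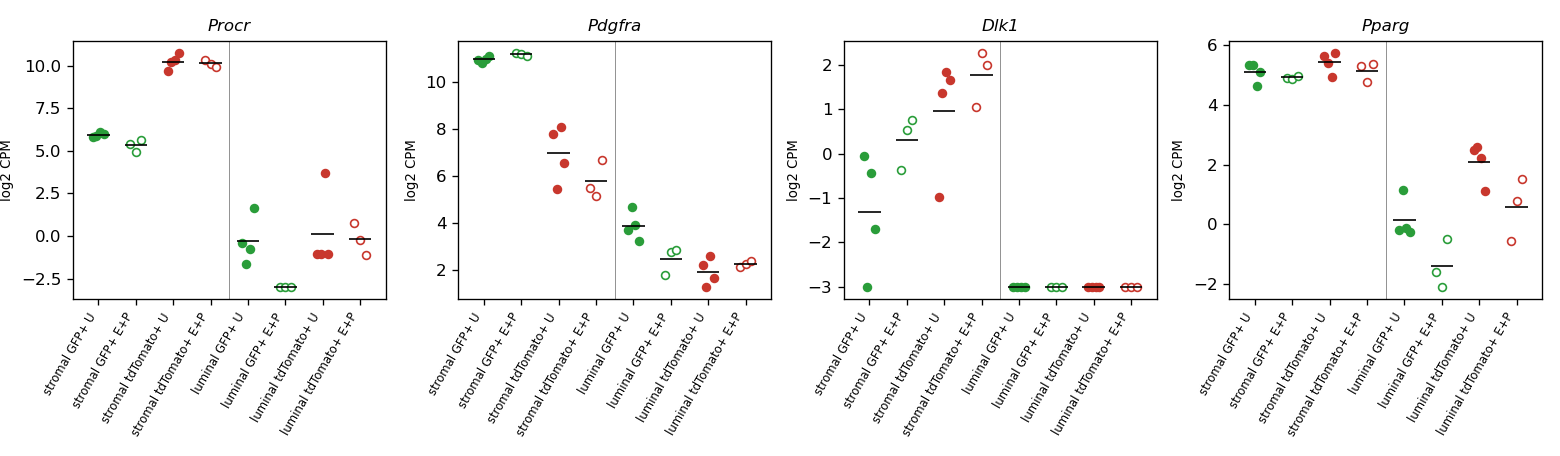
Log2 CPM of *Procr*, *Pdgfra*, *Dlk1* and *Pparg* in each library, by group. Filled points are untreated (U, n = 4) and open points E+P-treated mice (n = 3), green is GFP+, red is tdTomato+, and lines are group means. *Procr* lies higher in tdTomato+ than in GFP+ stroma in 7 of 7 mice and *Pdgfra* lies lower.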

GFP^+^ luminal cells had higher levels of epithelial progenitor genes such as *Elf5*, *Kit*, *Notch1* and *Aldh1a3* and lower levels of estrogen (*Esr1*) and progesterone (*Pgr*) receptors, thus signifying enrichment of progenitor features within the GFP^+^ epithelial progeny. 

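Between GFP+ and tdTomato+ luminal cells, 5745 of 16538 genes differed over all mice, 2601 higher and 3144 lower in GFP+ cells. With the mouse as a block the number was 5899, and the deviations of the luminal subsets from their group means correlated at 0.157 within a mouse and −0.064 between mice. The alternative that moved this number most was an adjusted p under 0.05, with 7983 genes, and leaving out each mouse in turn gave between 3933 and 5336. *Elf5* (ENSMUSG00000027186.14, chromosome 2, 103411688 to 103450989) was counted at 198 ± 56.0 CPM (SD, n = 4) in untreated GFP+ luminal cells and 50.0 ± 29.0 CPM in untreated tdTomato+ luminal cells. Its log2 fold change over all mice was 2.69 (standard error 0.30, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test; 3.8e-05 with the block). *Kit* (ENSMUSG00000005672.12, chromosome 5, 75574916 to 75656722) stood at 906 ± 179 against 185 ± 84.0 CPM without hormones and differed by 2.76 (0.28) over all mice. *Notch1* (ENSMUSG00000026923.15, chromosome 2, 26457903 to 26516663) differed by 1.12 (0.14) and *Aldh1a3* (ENSMUSG00000015134.15, chromosome 7, 66390890 to 66427517) by 1.99 (0.34, adjusted p = 4.1e-04, edgeR). Each of these 4 genes was higher in the GFP+ luminal cells of 7 of 7 mice. *Esr1* (ENSMUSG00000019768.16, chromosome 10, 4611593 to 5005614) was counted at 66.3 ± 35.8 CPM in untreated GFP+ and 281 ± 78.3 CPM in untreated tdTomato+ luminal cells, and its log2 fold change over all mice was −2.61 (standard error 0.30, adjusted p = 2.7e-05, edgeR; 3.5e-04 with the block). *Pgr* (ENSMUSG00000031870.16, chromosome 9, 8899833 to 8968611) stood at 103 ± 106 against 485 ± 197 CPM and differed by −3.14 (0.51, adjusted p = 3.2e-04, edgeR; 5.7e-04 with the block). Both receptors were lower in the GFP+ luminal cells of 7 of 7 mice (exact sign-flip permutation test over mice, two-sided p = 0.0156, the smallest that 7 mice allow). With each mouse left out in turn, the log2 fold change of *Esr1* stayed between −2.79 and −2.45 and that of *Pgr* between −3.58 and −2.91. *Krt14* was also higher in GFP+ luminal cells, by 1.49 (adjusted p = 0.0094, edgeR).

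**Figure D2:**
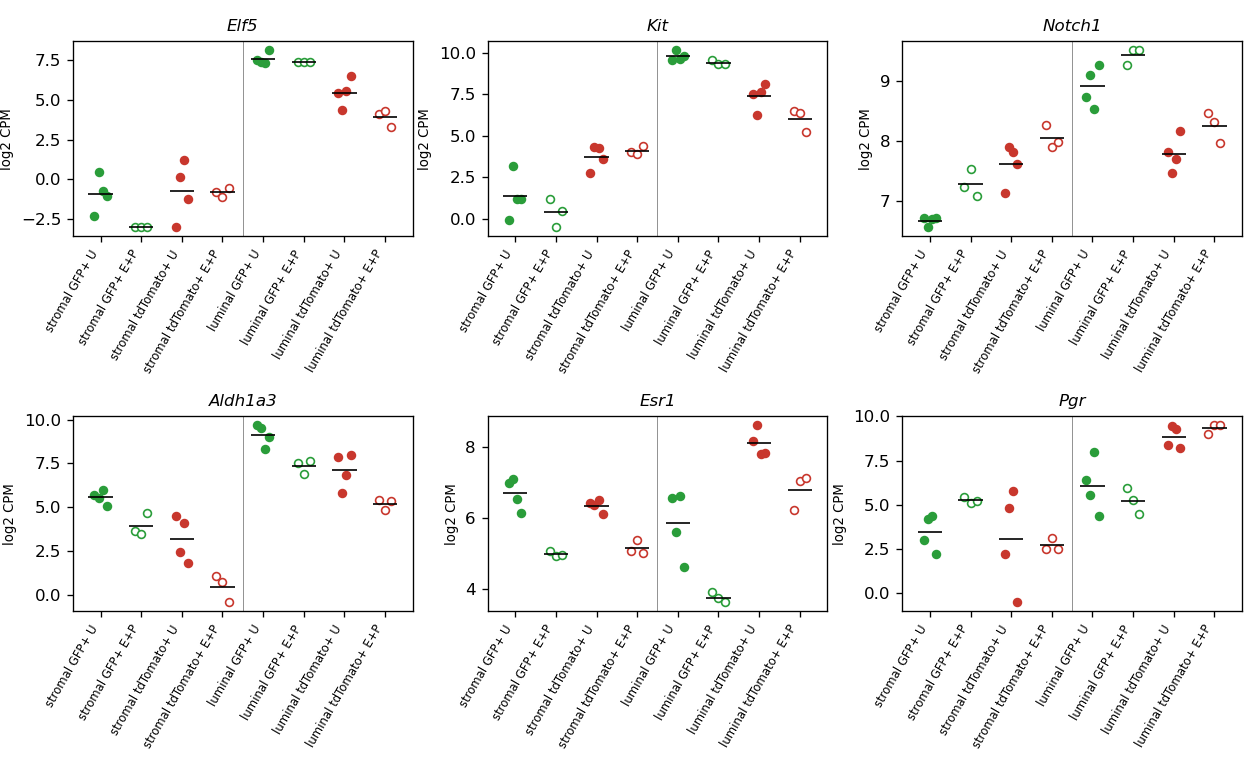
Log2 CPM of *Elf5*, *Kit*, *Notch1*, *Aldh1a3*, *Esr1* and *Pgr* in each library, by group. Filled points are untreated (U, n = 4) and open points E+P-treated mice (n = 3), green is GFP+, red is tdTomato+, and lines are group means. The GFP+ and tdTomato+ luminal cells of a mouse differ in the same direction in 7 of 7 mice for each gene.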

Previous studies have assigned a CD29^+^CD34^+^Sca1^+^ profile to adipocyte progenitors^23,24^. 

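*Itgb1* (ENSMUSG00000025809.15, chromosome 8, 128685654 to 128733200) was counted at 470 ± 33.3 CPM (SD, n = 4) in untreated GFP+ stroma and 579 ± 45.5 CPM in untreated tdTomato+ stroma, and at 274 ± 35.3 and 268 ± 23.9 CPM in the corresponding luminal cells. Stroma exceeded luminal cells by a log2 fold change of 0.87 (standard error 0.05, adjusted p = 2.9e-14 from edgeR's quasi-likelihood test; 2.1e-12 with the mouse as a block) in 7 of 7 mice. Within the stroma, *Itgb1* was lower in GFP+ cells by −0.23 (adjusted p = 0.018, edgeR; 0.026 with the block), a difference that lay in the same direction in 7 of 7 mice but did not pass 0.01. In tdTomato+ luminal cells it rose with E+P to 384 ± 11.1 CPM (n = 3), by 0.55 on the log2 scale (adjusted p = 0.0019, edgeR). *Ly6a* (ENSMUSG00000075602.10, chromosome 15, 74994877 to 74998031) was counted at 145 ± 27.9 CPM in untreated GFP+ stroma against 12.2 ± 7.55 CPM in untreated tdTomato+ stroma, and at 200 ± 27.9 against 6.58 ± 1.96 CPM after E+P. The log2 fold change between these subsets over all mice was 4.23 (standard error 0.30, adjusted p = 8.7e-08, edgeR; 7.3e-07 with the block). Among luminal cells the order was the opposite, with 63.8 ± 30.4 CPM in untreated tdTomato+ and 12.4 ± 7.63 CPM in untreated GFP+ cells, a log2 fold change of −3.25 over all mice (adjusted p = 9.4e-05, edgeR). *Ly6a* has closely related neighbours in its gene family, and reads shared with them were not examined here. *Cd34* (ENSMUSG00000016494.9, chromosome 1, 194938819 to 194961279) was counted at 574 ± 114 CPM in untreated GFP+ stroma and 71.0 ± 38.9 CPM in untreated tdTomato+ stroma, a log2 fold change of 3.64 over all mice (standard error 0.26, adjusted p = 6.8e-08, edgeR; 1.0e-06 with the block). Its mean in every luminal group was at most 1.01 CPM. With each mouse left out in turn, the log2 fold change between the stromal subsets stayed between 4.09 and 4.45 for *Ly6a* and between 3.48 and 3.82 for *Cd34*.

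**Figure D3:**
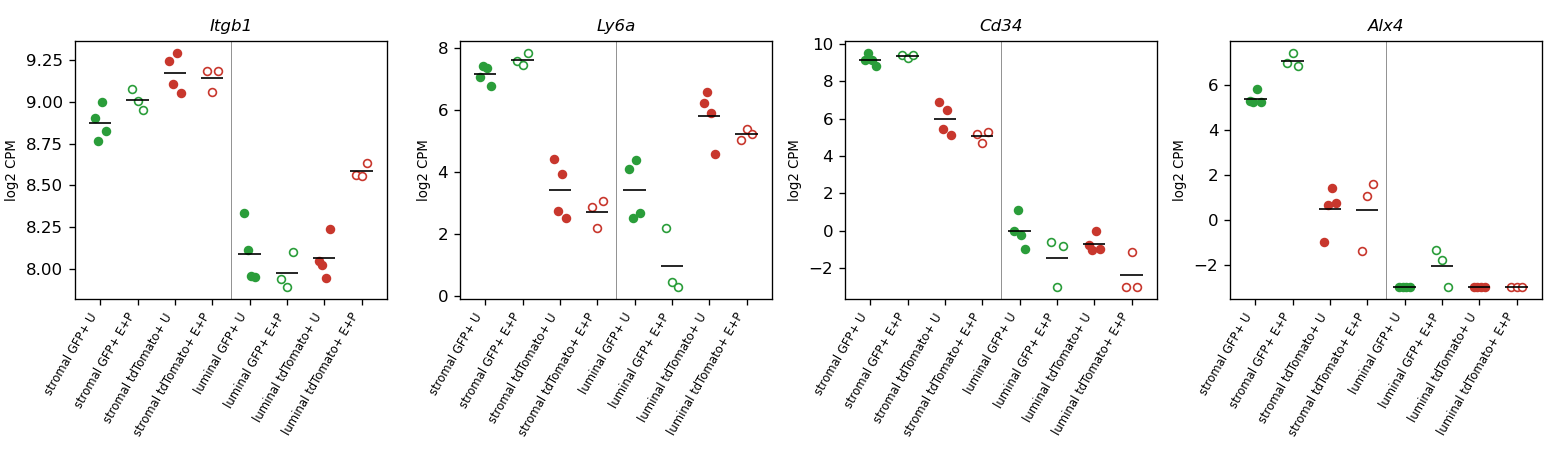
Log2 CPM of *Itgb1*, *Ly6a*, *Cd34* and *Alx4* in each library, by group. Filled points are untreated (U, n = 4) and open points E+P-treated mice (n = 3), green is GFP+, red is tdTomato+, and lines are group means. *Ly6a* and *Cd34* lie higher in GFP+ than in tdTomato+ stroma in 7 of 7 mice.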

CD29 and Sca1 are also used in the mammary gland field to distinguish epithelial subpopulations, although we noted *Itgb1* (CD29) to be higher in stromal subsets, and *Ly6a* (Sca1) and *Cd34* to be elevated in the GFP^+^ stromal subpopulation (Fig. 7c), confirming their adipocyte precursor phenotype. 

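*Alx4* (ENSMUSG00000040310.12) lies on chromosome 2 of GRCm38 from 93642384 to 93681339. It was counted at 42.2 ± 8.95 CPM (SD, n = 4) in untreated GFP+ stroma and 1.48 ± 0.88 CPM in untreated tdTomato+ stroma, with a highest luminal group mean of 0.145 CPM, which lies at the floor. The log2 fold change between GFP+ and tdTomato+ stroma over all mice was 5.55 (standard error 0.40, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test; 7.6e-06 with the mouse as a block), in the same direction in 7 of 7 mice. *Pdgfra* stood at 2027 ± 163.8 and 158 ± 108 CPM in the same untreated subsets. After E+P, *Alx4* reached 136 ± 29.9 CPM (n = 3) in GFP+ stroma, and each E+P-treated mouse lay above each untreated mouse, in 12 of 12 pairs (exact permutation test on log2 CPM, two-sided p = 0.0286, the smallest that 3 mice against 4 allow). The log2 fold change with E+P was 1.70 (standard error 0.44), with an adjusted p of 0.135 over all 17783 genes in edgeR's test and 0.0147 over the 29 genes the paper names or shows. It stayed between 1.50 and 1.87 with each mouse left out in turn. Among the alternatives, the adjusted p over all genes was 4.2e-04 with limma-voom, 2.7e-04 in a fit of these 2 groups only and 2.9e-15 without the low-count filter, and 0.117 to 0.256 under the other fits and scalings. Leaving out each mouse in turn gave an adjusted p between 0.0517 and 0.676. In tdTomato+ stroma *Alx4* stood at 1.69 ± 1.33 CPM after E+P, and the change was not detectable at this depth (exact permutation test, two-sided p = 0.943).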

*Alx4*, a stromally restricted homeodomain factor essential for mammary morphogenesis^37^, was also higher in the GFP^+^ adipocyte progenitor population that expressed *Pdgfrα*, where *Alx4* increased in response to hormones. These expression profiles affirmed the distinct nature of mesenchymal and epithelial subpopulations purified for our molecular analyses.

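The 14 stromal and 14 luminal libraries differed in the marker lists of cell kinds. Luminal epithelial genes summed to 7344 ± 910 CPM (SD, n = 4) in untreated GFP+ luminal cells against 45.7 CPM on average in untreated GFP+ stroma and 282 ± 273 CPM in untreated tdTomato+ stroma. Fibroblast genes summed to 65480 CPM on average in untreated GFP+ stroma and 6876 CPM in untreated tdTomato+ stroma. TdTomato+ stroma held in addition 15630 ± 9945 CPM of skeletal muscle genes and 8974 CPM of pericyte and smooth muscle genes without hormones, where GFP+ stroma of the same mice held 51.1 ± 3.94 and 234 CPM. The basal epithelial list summed to 3815 CPM there, but *Myh11* (3050 CPM) and *Acta2* (650 CPM), which are also on the pericyte and smooth muscle list, made up nearly all of it, and *Krt14*, *Krt5*, *Krt17* and *Trp63* were each under 3 CPM. Among luminal cells, genes of hormone-sensing cells summed to 1029 CPM in untreated GFP+ and 4874 CPM in untreated tdTomato+ cells, and genes of luminal progenitors to 4284 and 1048 CPM.

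**Figure D4:**
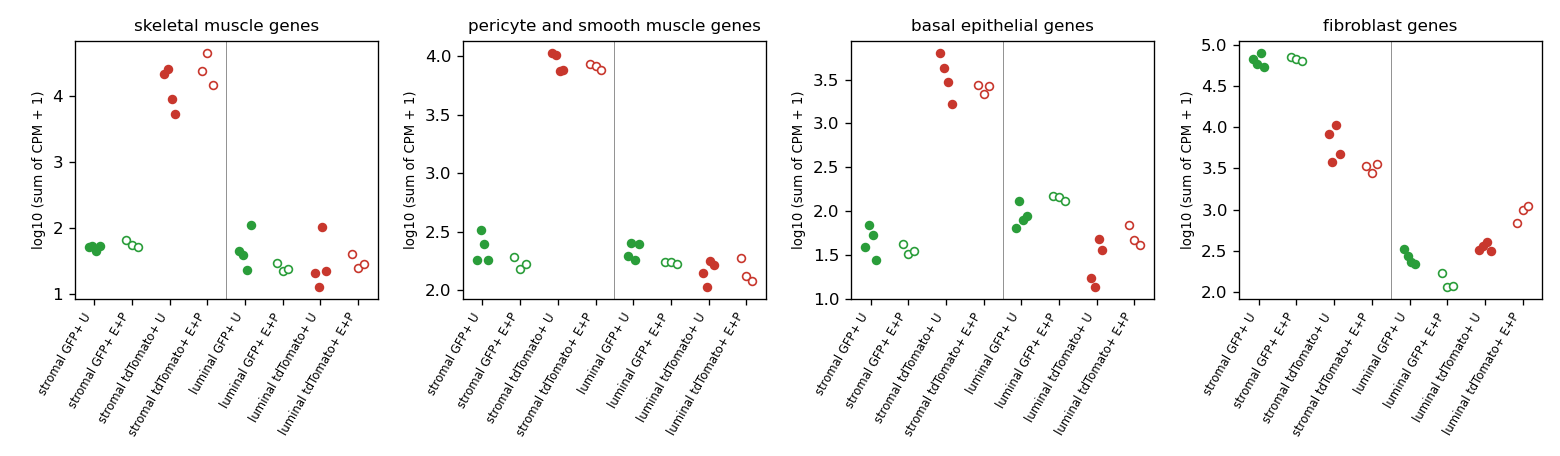
Sum of CPM of the marker lists for skeletal muscle, pericytes and smooth muscle, basal epithelial cells and fibroblasts in each library, on a log10 axis. Filled points are untreated (U, n = 4) and open points E+P-treated mice (n = 3), green is GFP+ and red is tdTomato+. The basal epithelial list shares *Myh11*, *Acta2* and *Cnn1* with the pericyte and smooth muscle list. Muscle genes summed to a mean of 20990 CPM in the 7 tdTomato+ stromal libraries and 53.7 CPM in the 7 GFP+ stromal libraries.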

**Fig. 7:**
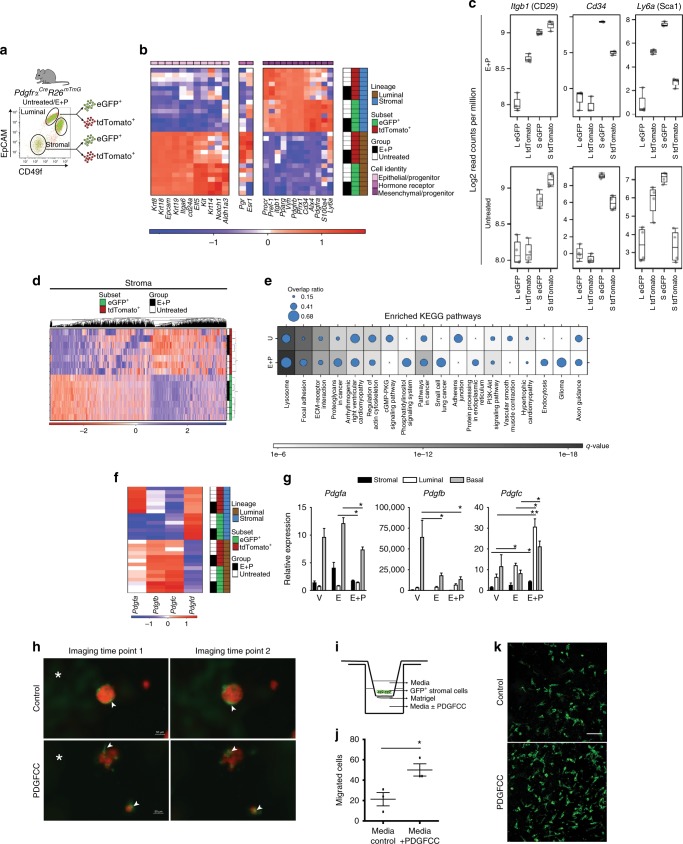
Stromal progenitors migrate into the mammary epithelium in response to hormone-driven signals. **a** Sorted samples from untreated (*n* = 4) and E+P treated (*n* = 3) *PdgfrαCre R26mTmG* adult mice for RNA-seq. **b** Cellular identity of luminal GFP^+^, tdTomato^+^ and stromal GFP^+^, tdTomato^+^ mammary cells. **c** Read counts per million for adipocyte progenitor genes in indicated mammary subsets. Boxplots depict the upper and lower quartiles, with the median shown as a solid line; whiskers indicate 1.5 times the interquartile range. **d** Heat map showing clustering of the top 20% most variable genes in all stromal samples. **e** Top 10% most significantly enriched pathways for DEGs between GFP^+^ and tdTomato^+^ stromal cells from untreated (U) and E+P-stimulated mice (dot size = # of DEGs / # of genes in pathway). **f** Heat map of PDGFR ligand (*Pdgf*) expression by RNA-seq in sorted luminal and stromal samples. **g** qRT-PCR analysis of *Pdgf* expression relative to β-actin in FACS-sorted subsets isolated from ovariectomized mice treated with vehicle (V), E or E+P (*n* = 3 mice per group). **h** Live imaging of FACS-sorted GFP^+^ stromal cells from adult *PdgfrαCre R26mTmG* mammary glands co-cultured with tdTomato^+^ organoids derived from sorted epithelial cells of Cre^-^ mice, and left untreated (control) or treated with PDGFCC and imaged over night for ~12 h; scale bar = 50 µm. **i** Modified Boyden chamber assay used to analyze migration of FACS-sorted GFP^+^ stromal cells from *PdgfrαCre R26mTmG* mice in response to PDGFCC. **j** Quantification of migrated cells in **i** (*n* = 3 technical replicates). **k** Representative images of migrated GFP^+^ stromal cells; scale bar = 100 µm. White asterisk denotes associated Supplementary Movies 5 and 6. Data represent mean ± s.e.m. *p< 0.05, **p<0.01 (one-way ANOVA). Source data are provided as a Source Data file

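With treatment taken into account, 7466 of 17783 genes differed between GFP+ and tdTomato+ stroma over the 14 stromal libraries at an adjusted p under 0.01 in edgeR's quasi-likelihood test, 3671 higher and 3795 lower in GFP+ cells. With the mouse as a block the number was 7063. Of the other alternatives, an adjusted p under 0.05 moved it most, to 9520, and limma-voom, from the package the authors used, gave 7644. Leaving out each mouse in turn gave between 6004 and 7166. The 4 untreated mice alone contributed 5060 genes (4789 with the block) and the 3 E+P-treated mice 4988 (4747 with the block), of which 3831 passed in both treatments and 3830 of these in the same direction. These numbers come from the fit of all 4 groups. When only the 2 groups compared were fitted, they were 3920 for untreated and 5742 for E+P-treated mice, so which treatment has more genes depends on the fit. The genes with the largest differences were *Serpinb2*, *Wnt2* and *Kera*, which were higher in GFP+ stroma by 7.91, 7.66 and 7.63 on the log2 scale, and *Tnnc2*, *Ckm* and *Pvalb*, which were lower. *Ckm* (ENSMUSG00000030399.2, chromosome 7, 19404776 to 19422841) was counted at 943 ± 646 CPM (SD, n = 7) in tdTomato+ stroma and *Pvalb* (ENSMUSG00000005716.16, chromosome 15, 78191114 to 78206400) at 246 ± 150 CPM, while their means in GFP+ stroma, 0.0385 and 0.0111 CPM, lay under the floor. *Tnnc2*, *Ckm* and *Pvalb* are on the skeletal muscle list, and how many of the 7466 genes reflect the mix of cells was not tested.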

Transcriptome comparison of GFP^+^*vs*. tdTomato^+^ populations from all stromal specimens identified 7555 statistically significant differentially expressed genes (DEGs; FDR < 0.01). 

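The 10120 genes with the largest variance of log2 CPM over the 14 stromal libraries, 20% of all genes in the counts, were clustered on 1 − Pearson's r with average linkage, a distance and a linkage that the paper's text does not name. Divided into 2 clusters, the tree placed 14 of 14 libraries with their own subset. The distance between libraries ranged from 0.0471 to 0.201 within a subset and from 0.263 to 0.411 between subsets. Each of the 6 other settings of distance, linkage, gene choice and prior count placed 14 of 14 libraries with their own subset, and so did each fit without 1 mouse (12 of 12). Hormone treatment separated the libraries less than the subset did. Within GFP+ stroma the mean distance was 0.0724 between mice of the same treatment and 0.0824 between treatments, and within tdTomato+ stroma 0.158 and 0.171. Divided into 2 clusters within a subset, 4 of 7 libraries fell with their own treatment in each subset, the lowest value that this count can take with 7 libraries.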

When the top 20% most variable genes were examined by unsupervised hierarchical clustering, stromal GFP^+^ and tdTomato^+^ subsets clustered into discrete groups (Fig. 7d). GFP^+^ stromal cells were observed to have more similar transcriptomes to luminal cells than to tdTomato^+^ stromal cells following distance-analysis of DEGs between GFP^+^ and tdTomato^+^ subpopulations within stromal and luminal lineages (Supplementary Fig. 8a, b). 

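For each mouse, the Euclidean distance of log2 CPM was measured from its GFP+ stroma to its own luminal cells and to its own tdTomato+ stroma. The genes were those past the threshold between GFP+ and tdTomato+ cells in either lineage, 6622 for untreated and 7724 for E+P-treated mice. Over the 7 mice, GFP+ stroma lay at 269 ± 13.7 (SD, n = 7) from luminal cells, taken as the mean of its distances to the GFP+ and tdTomato+ luminal libraries, and at 203 ± 17.8 from tdTomato+ stroma. The distance to luminal cells was larger by 32.5% on average, between 22.2% and 43.2% in single mice, and 0 of 7 mice had GFP+ stroma nearer to luminal cells (exact sign-flip permutation test over mice, two-sided p = 0.0156, the smallest that 7 mice allow). Taken separately, GFP+ luminal cells lay at 263 and tdTomato+ luminal cells at 274.2 on average. TdTomato+ stroma lay at 259 from luminal cells. Among the alternatives of distance, gene choice and prior count, the distance to luminal cells was larger by 22.3% to 70.0%, the highest value coming from the genes that differ between luminal subsets. The largest move, and a reversal, came from an alternative chosen after the values were seen. On the 582 genes that the Source Data show for Supplementary Fig. 8a, the distance to luminal cells differed by −35.2% in the untreated mice, with 4 of 4 mice nearer to luminal cells (exact sign-flip permutation p = 0.125, the smallest that 4 mice allow). When each gene was first scaled to the same variance, also chosen afterwards, the difference was 3.6% (exact permutation p = 0.156) and 2 of 7 mice had GFP+ stroma nearer to luminal cells.

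**Figure D5:**
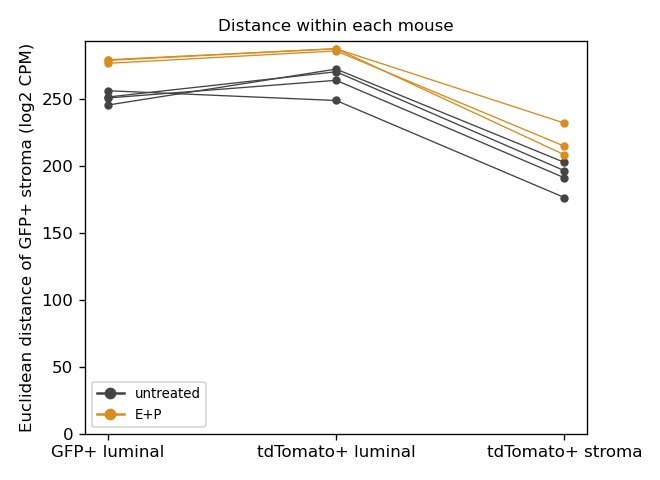
Euclidean distance of log2 CPM from the GFP+ stroma of each mouse to its GFP+ luminal, tdTomato+ luminal and tdTomato+ stromal cells. Each line is 1 mouse, in grey for the 4 untreated and orange for the 3 E+P-treated mice. The distance to tdTomato+ stroma is the smallest in 7 of 7 mice.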

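KEGG's gene sets were not used here, and 8 lists of genes for the pathways in Fig. 7e were written from general knowledge. Each list was set against the 5060 genes that differed between GFP+ and tdTomato+ stroma in untreated mice and, as background, all 17783 genes tested (Fisher's exact test, one-sided for over-representation, Benjamini-Hochberg adjusted over the 8 lists). Of 68 focal adhesion genes, 46 differed (67.6%, adjusted p = 5.8e-11), against 28.3% of the genes outside the list. Of 69 genes for ECM-receptor interaction, 48 differed (69.6%, adjusted p = 6.5e-12). The actin cytoskeleton list had 39 of 76 genes (51.3%, adjusted p = 3.4e-05) and the lysosome list 66 of 96 (68.8%, adjusted p = 2.2e-15), of which 59 were higher in GFP+ stroma and 7 lower. PI3K-Akt signalling had 40 of 108 genes (37.0%), with an adjusted p of 0.0326. Genes of the focal adhesion list that differed were lower in GFP+ stroma more often than higher, 29 against 17. This direction depends on the list, since Reactome's set of integrin interactions, the alternative to it, had 11 lower and 32 higher. The subsets also differ in their mix of cells, since tdTomato+ stroma held RNA of skeletal muscle and of pericytes and smooth muscle. Whether this mix gave the results of the lists was not tested. All 8 lists passed an adjusted p of 0.05, and 5 did when only genes higher, or only genes lower, in GFP+ stroma were counted. With Reactome sets, lysosome (3 of 23 genes, adjusted p = 0.977, Fisher's exact test) and PI3K-Akt signalling (20 of 59, adjusted p = 0.25) did not pass. The sets used for these were Lysosome Vesicle Biogenesis and PI3K Cascade. Both are smaller than the lists and cover other genes, so they do not test the lists' results again. Endocytosis had no Reactome set. With the mouse as a block, 7 lists passed. When random lists matched for expression were the background, 6 of the 8 lists stood above 95% of them, and endocytosis and PI3K-Akt signalling did not (one-sided permutation p = 0.796 and 0.723).

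**Figure D6:**
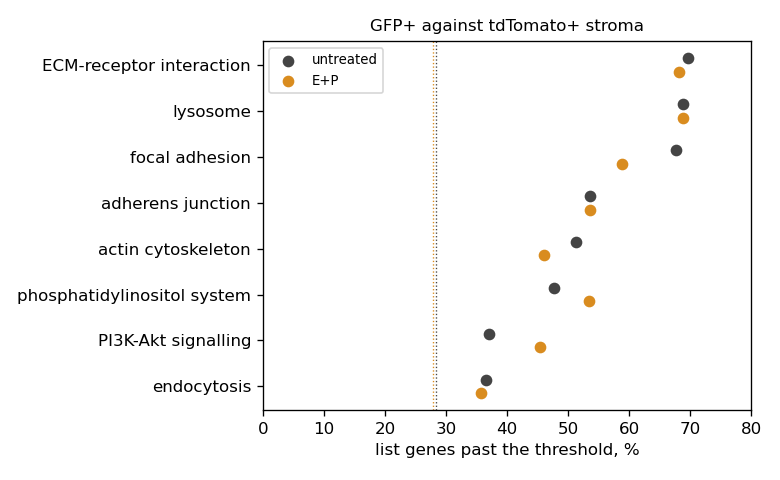
Share of the genes of each list that differ between GFP+ and tdTomato+ stroma at an adjusted p under 0.01, in percent, in untreated (grey) and E+P-treated mice (orange). Dotted lines are the shares among genes outside the lists, on average. ECM-receptor interaction reaches 69.6% in untreated and 68.1% in E+P-treated mice.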

KEGG pathway analysis of DEGs between GFP^+^ and tdTomato^+^ stromal subsets indicated enrichment in pathways that govern Focal adhesion, ECM-receptor interaction, Actin cytoskeleton, Lysosomes and PI3K-Akt signaling (Fig. 7e). 

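In E+P-treated mice, 40 of the 68 focal adhesion genes differed between GFP+ and tdTomato+ stroma (58.8%, adjusted p = 2.8e-07, Fisher's exact test as for untreated mice), against 46 in untreated mice. The phosphatidylinositol system went from 42 to 47 of 88 genes (47.7% to 53.4%), endocytosis from 46 to 45 (36.5% to 35.7%) and PI3K-Akt signalling from 40 to 49 of 108 (45.4% after E+P). No list changed its share between treatments past an adjusted p of 0.05 (exact McNemar test, two-sided, over 8 lists). The largest change was that of PI3K-Akt signalling, with 3 genes lost and 12 gained (exact McNemar p = 0.0352, adjusted p = 0.282). Focal adhesion lost 8 genes and gained 2 (adjusted p = 0.436). Whether the difference between the subsets itself changed with hormones was tested with limma's camera on the interaction of subset and E+P, two-sided. For focal adhesion, the median change was −0.10 on the log2 scale against 0.04 for the other genes (adjusted p = 0.104, limma camera), and for endocytosis and the phosphatidylinositol system it was 0.02 and −0.02 (adjusted p = 0.901 for each). With the mouse as a block, focal adhesion had an adjusted p of 0.0738. At the level of genes, 8 of 17783 had an interaction past the threshold in edgeR's test (13 with the block), all 8 with a larger rise or smaller fall in GFP+ stroma. *Nrk* (ENSMUSG00000052854.15, chromosome X, 138914430 to 139010532), *Ano4* (ENSMUSG00000035189.16, chromosome 10, 88948994 to 89344762) and *Tenm4* (ENSMUSG00000048078.16, chromosome 7, 96171246 to 96911093) had interactions of 4.80, 6.37 and 3.82 on the log2 scale. In simulated counts, 21.1% of the genes given an interaction of at most 4-fold were called. Pathways in cancer were not analysed here.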

Exposure to hormones augmented pathways in cancer, as well as those implicated in cell migration such as Focal Adhesion, Endocytosis and the Phosphatidylinositol System^38–40^. 

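The adherens junction list had 38 of 71 genes that differed between GFP+ and tdTomato+ stroma in untreated mice (53.5%, adjusted p = 1.5e-05) and 38 of 71 in E+P-treated mice (adjusted p = 8.5e-06, one-sided Fisher's exact test). Of these, 33 were the same genes, 5 passed only in untreated and 5 only in E+P-treated mice (exact McNemar test, two-sided p = 1.0). In the interaction of subset and E+P, the list's median was −0.07 on the log2 scale against 0.04 for the other genes (limma camera, two-sided, adjusted p = 0.136). Its median response to E+P within GFP+ stroma was −0.05 against 0.00 for the other genes (adjusted p = 0.549).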

We also noted a decrease in Adherens junction. Interestingly, PDGFRα and its downstream PI3K pathway are involved in directed cell migration^26^. These analyses inferred a cell migration program is heightened within stromal progenitors following their activation.

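In GFP+ stroma, 41 of 17783 genes differed between E+P-treated and untreated mice at an adjusted p under 0.01 in edgeR's quasi-likelihood test, 29 higher and 12 lower, and 1429 had an unadjusted p under 0.05. In tdTomato+ stroma 22 genes differed, 5 higher and 17 lower. Of 35 splits of the mice, 2 gave at least as many genes there, and the other of these gave 36. A division of the mice by chance is therefore not excluded for tdTomato+ stroma. Of the alternatives, the fit without the low-count filter moved the 41 genes of GFP+ stroma most, to 459, all of them genes that the filter keeps. The genes with the largest rise in GFP+ stroma were *Ngfr* (ENSMUSG00000000120.6, chromosome 11, 95568818 to 95587735), from 6.63 ± 4.05 CPM (SD, n = 4) to 235.5 ± 9.26 CPM (n = 3), *Cadm2* and *Tenm4*, with log2 fold changes of 5.13, 4.33 and 3.96. The largest falls were those of *Trpm3*, *Ntrk3* and *Igfbp5* (−2.29, −1.91 and −1.78). For these 6 genes, each E+P-treated mouse lay on the same side of each untreated mouse. *Esr1* fell from 106 ± 30.1 to 31.6 ± 1.63 CPM (log2 fold change −1.74, standard error 0.19, adjusted p = 1.4e-04, edgeR). No shift of the 8 pathway lists with E+P in GFP+ stroma passed the threshold (camera, two-sided, 0 lists under an adjusted p of 0.05). The smallest unadjusted p was 0.106, for PI3K-Akt signalling, and the focal adhesion list had a median log2 fold change of −0.09 (adjusted p = 0.549). From the pathways enriched among DEGs in untreated and E+P-treated mice, the paper infers a heightened migration program in stromal progenitors after their activation. The pathways it names include focal adhesion, endocytosis, the phosphatidylinositol system and PI3K signalling downstream of PDGFRα, with a decrease in adherens junction.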

We postulated that PDGFRα ligands expressed by epithelial cells in response to hormones could serve as chemotactic stimuli for stromal cell migration. Interrogation of RNA-seq data for known PDGFR ligands revealed that *Pdgfa*, *Pdgfb* and *Pdgfc* were expressed by epithelial cells while *Pdgfd* was mostly present in stroma (Fig. 7f). 

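*Pdgfa* (ENSMUSG00000025856.15, chromosome 5, 138976014 to 138997370) was counted at 13.5 ± 1.06 CPM (SD, n = 4) in untreated GFP+ and 14.7 ± 3.43 CPM in untreated tdTomato+ luminal cells. In stroma it stood at 1.15 ± 0.41 CPM in untreated GFP+ cells but at 71.6 ± 13.8 CPM in untreated tdTomato+ cells, and at 2.22 ± 0.69 and 94.9 ± 20.8 CPM after E+P (n = 3). Its log2 fold change between GFP+ and tdTomato+ stroma was −5.68 over all mice (standard error 0.20, adjusted p = 1.3e-12 from edgeR's quasi-likelihood test; 7.5e-11 with the mouse as a block), and that between stroma and luminal cells −0.25 (adjusted p = 0.083, edgeR; 0.038 with the block). *Pdgfb* (ENSMUSG00000000489.6, chromosome 15, 79995874 to 80014977) was lower in stroma than in luminal cells by −5.16 (0.31) and *Pdgfc* (ENSMUSG00000028019.9, chromosome 3, 81036416 to 81214040) by −3.03 (0.14), in 7 of 7 mice each. *Pdgfd* (ENSMUSG00000032006.15, chromosome 9, 6168584 to 6378850) was higher in stroma by 4.97 (standard error 0.22, adjusted p = 1.8e-16, edgeR), at 56.3 ± 13.5 CPM in untreated GFP+ and 24.3 ± 5.69 CPM in untreated tdTomato+ stroma, where the subsets differed by 1.85 over all mice (adjusted p = 8.1e-09, edgeR). With E+P, *Pdgfc* rose in tdTomato+ luminal cells from 24.0 ± 4.07 to 52.2 ± 1.94 CPM (log2 fold change 1.15, adjusted p = 1.7e-04, edgeR) and in GFP+ luminal cells from 61.3 ± 10.1 to 91.1 ± 12.0 CPM (0.57, adjusted p = 0.024, edgeR). *Pdgfb* rose in GFP+ luminal cells from 17.4 ± 7.03 to 64.6 ± 27.6 CPM (1.90, adjusted p = 0.0026, edgeR) and in tdTomato+ luminal cells by 1.42 (adjusted p = 0.0068, edgeR). For both genes and both subsets, each E+P-treated mouse lay above each untreated mouse (exact permutation test, two-sided p = 0.0286). In GFP+ stroma *Pdgfd* rose by 0.74 with E+P (adjusted p = 0.098, edgeR), and the interaction of subset and E+P was 1.31 (adjusted p = 0.058, edgeR; 0.029 with the block).

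**Figure D7:**
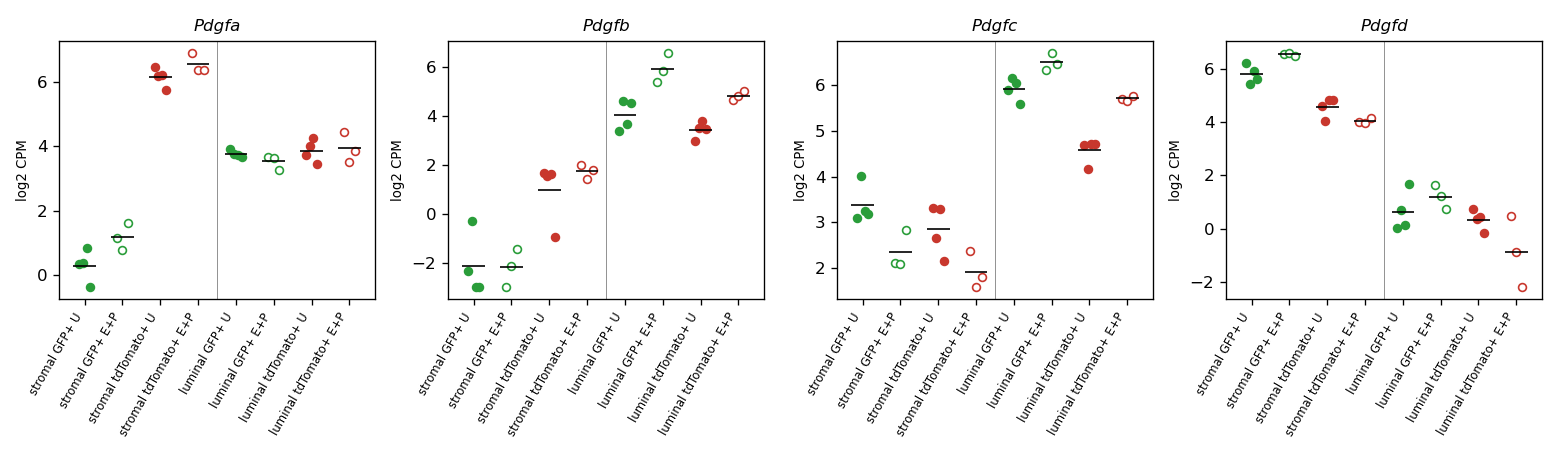
Log2 CPM of *Pdgfa*, *Pdgfb*, *Pdgfc* and *Pdgfd* in each library, by group. Filled points are untreated (U, n = 4) and open points E+P-treated mice (n = 3), green is GFP+, red is tdTomato+, and lines are group means. *Pdgfa* is highest in tdTomato+ stroma, with 71.6 CPM on average in untreated mice.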

Upon hormone exposure, especially in response to both estrogen and progesterone, *Pdgfc* was most significantly elevated in luminal and basal epithelial subsets, as seen by qRT-PCR of FACS-purified stromal and epithelial fractions (Fig. 7g). In co-cultures of FACS-sorted GFP^+^ stromal cells from *Pdgfrα*^*Cre*^*R26*^*mTmG*^ mice with Cre^-^ tdTomato^+^ mammary epithelial organoids, addition of PDGFCC was seen to stimulate GFP^+^ stromal cell movements into epithelial organoids as monitored through live time-lapse imaging (Fig. 7h and Supplementary Movie 5, 6). To determine whether PDGFCC stimulates chemotactic migration of GFP^+^ stromal cells that generate epithelial progeny, the FACS-sorted cells above were plated onto transwell inserts in a Boyden chamber assay, and cell migration measured in response to recombinant PDGFCC (Fig. 7i). This PDGFRα ligand significantly increased stromal cell migration compared to control (Fig. 7j, k). Thus, adipocyte precursor cells in the mammary stroma are likely activated in response to expansion cues through a hormone-PDGFCC-PDGFRα axis to disengage from their adipogenic program, migrate into the epithelium and adopt an epithelial cell fate (Fig. 8).

**Fig. 8:**
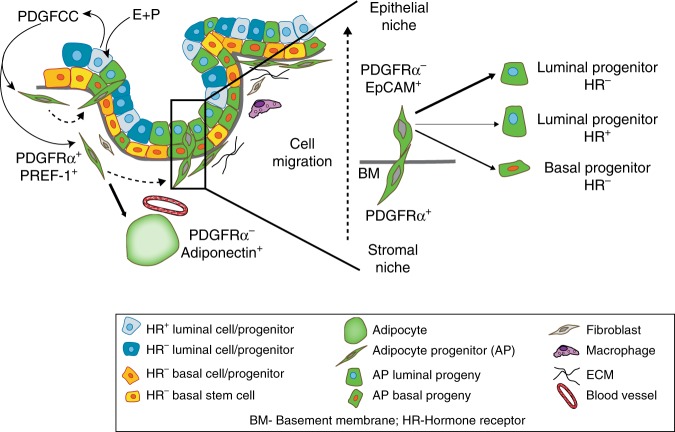
Model illustrating the plasticity of stromal progenitors in the mammary gland. The mammary stroma is home to PDGFRα^+^ PREF-1^+^ mesenchymal progenitor cells that are found in close promixity to the parenchymal epithelium. These cells can differentiate into adipocytes (Adiponectin^+^) in the mammary fat pad, or switch to an epithelial cell fate (EpCAM^+^). To undergo this stromal-to-epithelial transition, mammary epithelial cells are stimulated by adult sex hormones such as estrogen and progesterone (E+P) to secrete PDGFCC, a PDGFRα ligand, which induces chemotactic migration of PDGFRα^+^ mesenchymal progenitors into the epithelial niche. In the epithelium, these stroma-derived cells generate epithelial progeny, primarily giving rise to the hormone receptor (HR)- negative luminal lineage in the adult during epithelial expansion

## Discussion

Our findings show plasticity of mesenchymal cells within stroma wherein adipocyte progenitors undergo cell fate transformation into epithelial progenitors during mammary parenchymal growth. Previous work has documented a potential of in vitro expanded adipose derived stromal cells to reprogram into different cell types primarily in in vitro settings^41–43^, where the stromal cells comprise of a heterogeneous population derived from the adipose stromal-vascular fraction and lack specificity for adipocyte progenitors. A previous report described a capacity of mature adipocytes to transdifferentiate into mammary secretory epithelial cells during pregnancy, and of secretory epithelial cells to revert to adipocytes during involution^44^. In contrast, we did not observe adipocyte to epithelial transformation with the mature adipocyte-specific Adiponectin-CreERT line. Interestingly, a recent study found that metastasis formation could be suppressed when invasive breast cancer cells that have undergone an epithelial to mesenchymal transition are induced to become adipocytes^45^, underscoring the highly plastic nature of mesenchymal cells.

Adipose tissue also plays an important role in energy homeostasis and excess adiposity is linked to increased risk of epithelial cancers including breast cancer^46,47^. In addition to adipocyte hypertrophy, adipose tissue accumulation is a result of adipocyte hyperplasia that is attributed to a recruitment of adipocyte progenitors^48^. Several mechanisms have been proposed to underlie the pathophysiological link between adiposity and cancer, largely involving adipokines and insulin^49^. Since most adiposity-related cancers occur in organs that are embedded in adipose tissue such as the breast, the roles of local adipose tissue resident cells including their progenitors in cancer development and progression are also of great interest^50^. Thus, studying adipocyte progenitor biology in the normal breast is essential for understanding its potential involvement in breast cancer.

In this study, we add a fundamental layer to the mammary epithelial hierarchy where stromal cells that possess an adipocyte progenitor identity exit their mesenchymal niche to populate the epithelial niche and actively generate cells within progenitor-enriched compartments, culminating in epithelial expansion during mammary growth. Postnatal mammary growth and remodeling are tightly controlled by hormones^1^ and we observed stromal cell recruitment and increased presence of their progeny in the epithelium during hormone-driven stages. Exogenous sex hormone supplementation in many of our experiments induced a consistent growth stimulus that mirrors in part the hormone milieu found during the physiological progesterone-dominant reproductive phase and pregnancy, resulting in lobuloalveolar formation. Further, we report PDGFRα^+^ mesenchymal cell contribution to the mammary epithelial network during early development and pregnancy. We provide evidence that steroid sex hormones induce PDGF signals in the epithelium which act to mobilize PDGFRα^+^ mesenchymal niche cells, stimulating their migration in a chemotactic manner. In the human breast, a distinct fibroblast lineage which has adipogenic capacity and supports the growth of luminal epithelial progenitors has been reported that accumulates around terminal ductal lobular units (TDLUs)^51^. It is possible that this fibroblast lineage has properties similar to the mesenchymal population that we describe here given that we see a prominent contribution of mesenchymal adipocyte progenitors to mouse mammary lobuloalveoli which are analogous structures to human TDLUs^52^. We show that this stromal lineage preferentially contributes to luminal progenitors in the adult mammary gland, a population implicated in aggressive *BRCA1*-mutated breast cancer^53,54^. Increased lifetime hormone exposure is a well known risk factor for breast cancer^55^ and in combination with increased adiposity or an aberrant metabolic state, hormone-responsive adipocyte precursors may contribute to malignant transformation in breast epithelia. In light of the global health crisis that is underway with increasing rates of adiposity, diabetes and associated increased risk of several cancers^56^, deconstructing adipocyte progenitor biology within tissue niches is pivotal not only for understanding its impact on adipose tissue mass, but also for elucidating the link between adiposity and cancer.

## Methods

### Mice

*Pdgfrα*^*Cre*^ (Stock# 013148), *Pdgfrα*^*CreERT*^ (Stock# 018280), *Rosa26*^*mTmG*^ (Stock# 007676), *Pdgfrα*^*H2B-eGFP*^ (Stock# 007669), *Adiponectin*^*CreERT*^ (Stock# 024671) mice were obtained from the Jackson Laboratory. C57BL/6 mice were purchased from Charles River Laboratories. *Pref-1-rtTA TRE-Cre Rosa26*^*mTmG*^ mice were provided by Dr. Hei Sook Sul (UC Berkeley). All mice were on the C57BL/6 background and cared for according to the Canadian Council for Animal Care guidelines under protocols approved by the Animal Care Committee of the Princess Margaret Cancer Centre, Toronto, Ontario.

### Treatments and lineage tracing

Mice were randomly assigned to groups that either received hormone treatment or were left untreated. Adult wild-type female mice (10–13 weeks old) were treated with 17β-estradiol (E, 0.14 mg) or 17β-estradiol + progesterone (E+P, 0.14 mg E+ 14 mg P) using 14-day slow release pellets (Innovative Research of America) implanted subcutaneously. Hormone treatments were performed in intact mice unless otherwise indicated in the figure legend. Lineage tracing in the *Pdgfrα*^*Cre*^*R26*^*mTmG*^ constitutive model was performed in adult (10–12 week old; comparable estrous stage), pubescent (5 week old), prepubescent (2 week old) female mice and in E18, E13 female embryos. Mice were randomly taken from different litters. For inducible lineage tracing in *Pdgfrα*^*CreERT*^*R26*^*mTmG*^ and *Adiponectin*^*CreERT*^*R26*^*mTmG*^ adult (10 week old) mice, a single intraperitoneal injection of 1.25 mg of 4-hyroxytamoxifen (TAM; Sigma) diluted in sunflower seed oil per 25 g body weight was administered to induce Cre-mediated recombination and GFP labeling. Lineage tracing in *Pdgfrα*^*CreERT*^*R26*^*mTmG*^ mice less than or equal to 2 weeks of age was induced with 0.5 mg of TAM. Lineage tracing in adult *Pref-1-rtTA TRE-Cre Rosa26*^*mTmG*^ mice was induced with a single intraperitoneal injection of 2 mg doxycycline (Sigma) in sterile PBS.

### Mammary cell preparation and flow cytometry

Freshly dissected mammary glands from individual mice were digested for 2.5 h at 37 °C in DMEM: F12 with 750 U ml^−1^ collagenase and 250 U ml^−1^ hyaluronidase. Digested tissue was vortexed, incubated in NH_4_Cl red blood cell lysis solution, dissociated in 0.25% trypsin for 2 min and 5mg ml^−1^ dispase with 0.1mg ml^−1^ DNaseI for 2 min, prior to filtering through a 40μm mesh to obtain single cells. All reagents were from STEMCELL Technologies. Cells were then labeled with fluorochrome (Pe-Cy7)-conjugated antibodies to CD31 (Ebioscience, Cat.# 25–0311, 1:500), Ter119 (Ebioscience, Cat.# 25–5921, 1:200) and CD45 (Ebioscience; Cat.# 25–0451, 1:1000) for endothelial, erythrocyte and hematopoietic cell exclusion respectively. For segregating mammary epithelial and stromal subpopulations, antibodies used are as follows: anti-CD49f-FITC (BD Pharmingen, Cat.# 555735, 1:50) or anti-CD49f-APC (R&D, Cat.# FAB13501A, 1:50), anti-EpCAM-AF647 (Biolegend, Cat.# 118211, 1:200) or anti-EpCAM-APC/Cy7, Cat.# 118217, 1:200), anti-Sca1-APC/Cy7 (Biolegend, Cat.# 108125, 1:500) or anti-Sca1-Pacific Blue (Biolegend, Cat.# 108119, 1:500) and anti-CD140 (PDGFRα)-PE (Biolegend, Cat.# 135905, 1:200). Dead cells were excluded with propidium iodide staining (PI, Sigma). Flow cytometry analysis was done using FACSCantoII (BD) and FlowJo software (Tree Star, Inc.). Cell sorting was performed on a FACSAria (BD) and the purity of sorted populations was routinely >96%.

### Colony forming cell assay and adipocyte differentiation

Stromal mammary subpopulations were FACS-sorted and plated with irradiated NIH 3T3 fibroblasts in DMEM:F12 medium containing 10% FBS (GIBCO), insulin (Life Technologies), EGF (STEMCELL Technologies), cholera toxin (Sigma), adenine (Sigma), hydrocortisone (STEMCELL Technologies), Rock inhibitor (Reagents Direct) and cultured in 5% oxygen conditions as done previously for mammary epithelial cells^11^. Colonies were scored after 10 days. To induce adipocyte differentiation, the FACS-purified adipocyte progenitor subset was cultured in DMEM supplemented with 10% FBS (GIBCO) and 10 ng/ml bFGF (STEMCELL Technologies), as previously described^23^. Cells were grown to confluence and held at confluence for 2 days without media change following which a differentiation cocktail containing insulin, dexamethasone and IBMX was added in fresh media without bFGF for 3 days. Cells were then maintained in DMEM with 10% FBS for another 3 days, and subsequently fixed with 2% formaldehyde and 0.2% glutaraldehyde in PBS for 15 min. Cultures were rinsed carefully in PBS, water and 60% isopropanol prior to staining with oil red O (0.7% in 60% isopropanol) for 20 min at room temperature after which they were rinsed with 60% isopropanol and water.

### Tissue processing and immunostaining

Dissected mammary glands were fixed for 2 h in 4% paraformaldehyde at room temperature, washed three times with PBS and immersed in 30% sucrose in PBS overnight at 4 °C, after which they were embedded in OCT, stored at −80 and cryosectioned at 5–15μm thickness for immunofluorescence. Frozen sections were incubated in blocking buffer (5% normal donkey serum/1% BSA/0.2% Triton in PBS) for 1 h at room temperature followed by primary antibodies diluted in blocking buffer without Triton overnight at 4 °C. Sections were rinsed and incubated with secondary antibodies for 1 h at room temperature, rinsed again and mounted using ProLong Gold Anti-fade reagent with DAPI. For immunohistochemistry, 4% paraformaldehyde-fixed paraffin-embedded tissue sections were de-paraffinized in xylene, gradually rehydrated in descending concentrations of ethanol, and antigen retrieval performed in Borg Decloaker solution (pH 9) for 5 min at 125 °C using a Decloaking chamber (Biocare Medical). After rinsing in PBS, endogenous peroxidase, avidin and biotin blocking buffers were applied, followed by 5% horse serum block in PBS. Sections were incubated overnight in primary antibody at 4 °C, washed the next day in PBS and incubated with biotinylated horse anti-goat secondary (Vector Labs, Cat.# BA9500, 1:1000) for 1 h at room temperature, followed by Vectastain Elite ABC peroxidase, AEC substrate and counterstained with Mayer’s hematoxylin. Primary antibodies used are as follows: anti-PDGFRα (R&D systems, Cat.# AF1062, 1:200), anti-K8 (LifeSpan Biosciences, Cat.# LS-B12422, 1:200), anti-K14 (Biolegend, Cat.# 906001, 1:400 or Cat.# 905301, 1:1000), anti-K19 (Santa Cruz, Cat.# sc-33111, 1:100), anti-GFP (Abcam, Cat.# ab13970, 1:4,000), anti-tdTomato (Clontech, Cat.# 632496, 1:500), anti-PR (Santa Cruz, Cat.# sc-7208, 1:200) and anti-EpCAM (abcam, Cat.# ab71916, 1:100). Secondary antibodies used are as follows: anti-goat, anti-rabbit, anti-chicken conjugated to AlexaFluor 647, AlexaFluor Cy3, AlexaFluor 488 or Dylight 405 (Jackson ImmunoResearch, 1:300).

### Confocal microscopy image acquisition

Freshly dissected and unprocessed mammary glands were placed between a slide and coverslip to image as whole mounts on a Zeiss LSM710 confocal microscope using 20 × /1.0NA (water) and C-Apo 63 × /1.4NA (oil) objectives. Fat was left intact to capture adipocytes. Z-stacks were acquired at 1024 × 1024 optical section resolution. Tissue sections were imaged on a Zeiss LSM700 confocal microscope using Fluar 10×/0.50NA, Plan-Apochromat 40×/1.4NA and 60 × /1.4NA oil-immersion objective lenses. Imaging was performed on 3–5 fields per tissue section. Optical sections and Z-projections were analyzed for every tissue section. Image acquisition was performed with Zen and final image composites and maximum intensity Z-projections were generated with Zen software and ImageJ. Imaris was used for 3D rendering.

### Live cell imaging

FACS-purified GFP^+^ cells from the lin^-^ stromal fraction of *Pdgfrα*^*Cre*^*R26*^*mTmG*^ mammary tissue were co-cultured with sorted tdTomato^+^ epithelial cells from Cre^-^*R26*^*mTmG*^ mammary glands on top of a thin layer of phenol red-free matrigel (BD Biosciences) in a Lab-Tek II 4 chambered cover glass system (Nunc) in DMEM:F12 medium containing 5% FBS (GIBCO), insulin (Life Technologies), EGF (STEMCELL Technologies), bFGF (STEMCELL Technologies), hydrocortisone (STEMCELL Technologies), Rock inhibitor (Reagents Direct) in 5% oxygen conditions. After 4 days of organoid growth, cultures were treated with vehicle control (4 mM HCl + 0.1% BSA) or 100 ng/ml PDGFCC (R&D systems) and imaged overnight with Zen software using 20 × /0.8 Plan-Apochromat objective lens of an inverted motorized Zeiss AxioObserver microscope equipped with a stage top heated CO_2_ incubator.

### Cell migration assay

In a modified Boyden Chamber assay, *Pdgfrα*^*Cre*^*R26*^*mTmG*^ GFP^+^ stromal cells (40,000 cells/well) suspended in DMEM:F12 medium were placed on 6.5 mm transwell inserts with a 8.0 μm pore size and underside coated with 30μl of phenol red-free matrigel (BD Biociences) in 24 well plates (Corning). DMEM: F12 medium with vehicle control (4 mM HCl + 0.1% BSA) or 100 ng/ml PDGFCC (R&D systems) was added to the bottom chambers and cells incubated at 37 C for 4 h. Non-migrated cells were removed from the insert with a cotton swab, and migrated cells in the matrigel layer were fixed with paraformaldehyde and washed with PBS. GFP^+^ migrated cells were counted after imaging inserts on a cell imaging dish (Eppendorf) using a Zeiss LSM700 confocal microscope with Fluar 10X/0.50NA objective lens. Four microscope fields were counted per well and treatments performed in triplicate.

### Lineage tracing-in-transplants

Mammary epithelial cells were FACS-sorted from adult wild-type non-reporter female mice and transplanted into the fourth inguinal *Pdgfrα*^*CreERT*^*R26*^*mTmG*^ or *Adiponectin*^*CreERT*^*R26*^*mTmG*^ inducible lineage tracing mammary fat pads (10,000 cells per fat pad) after surgical severing of the fourth and fifth mammary gland connection and clearing of the endogenous mammary epithelium of 21 day old recipient females. After 8 weeks, recipient mice were injected once with TAM to induce Cre-mediated recombination and GFP labeling in the fat pad, rested for 1 week and then stimulated with hormones for 14 days or left untreated. Untreated mice were analyzed at the estrus phase. Resulting outgrowths were analyzed by confocal immunofluorescence on stained frozen sections of dissected mammary fat pads.

### qPCR and ddPCR

RNA was prepared from FACS-sorted primary mammary cell fractions using the PicoPure RNA Isolation Kit (Arcturus). During isolation, samples were also treated with RNase-free DNase (Qiagen) to remove any contaminating DNA. The quality and concentration of RNA was determined by analysis with a NanoDrop 2000 Spectrometer (260/280 ratio; Thermo Scientific). For RT-PCR studies, total RNA was reverse transcribed into first strand cDNA and amplified using the SMARTer PCR cDNA Synthesis Kit and Advantage2 PCR Kit (Clontech). Relative quantification Real-time PCR (ΔΔCt) was performed on 2 ng of amplified and purified cDNA using an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). TaqMan gene expression assay mix (Applied Biosystems) containing unlabeled PCR primers and FAM-labeled TaqMan MGB probes were used to detect expression of *Pdgfrα* (Assay ID: Mm00440701_m1), *Pdgfa* (Assay ID: Mm01205760_m1), *Pdgfb* (Assay ID: Mm00440677_m1), *Pdgfc* (Assay ID: Mm00480205_m1) and *β-actin* (*ACTB*, Assay ID: Mm01205647_g1). Data were analyzed using Sequence Detection System software (v2.3; Applied Biosystems). The threshold cycle (C_T_) values were used to calculate relative RNA expression levels. Transcript levels were normalized to endogenous β-actin transcripts and compared to vehicle control stromal expression set at 1. First strand cDNA for droplet digital PCR (ddPCR) was prepared using qScript cDNA supermix (QuantaBio). The Bio-Rad QX200 droplet generator was used to generate 20μl of droplets, using the Bio-Rad protocol, from a mix of 5 ng cDNA, 2× ddPCR supermix (Bio-Rad), forward and reverse primers (450 nM), probe (FAM or HEX, 200 nM) and deionised distilled water (to 25μl). Droplets were cycled in a Bio-Rad C1000 at 95 °C for 10 min; 50× (94 °C −30 s, 61 °C − 60 s); 98 °C for 10 min, then 4 °C until analysis on the QX200 droplet reader using the QuantaSoft v1.4.0 software provided by Bio-Rad. Primers and probes for ddPCR are shown in Supplementary Table 1. All oligos were from Eurofins Genomics and all probes were from Integrated DNA Technologies.

### RNA sequencing

RNA was isolated from FACS-sorted eGFP^+^ and tdTomato^+^ subsets from stromal and luminal mammary populations of individual mice using the PicoPure RNA Isolation Kit (Arcturus). RNA concentrations and RNA quality were measured using a bioanalyzer (Agilent) (0.095–193 ng/μl; RIN 1–10). cDNA was generated from 2 ng of RNA with the SMARTer stranded total RNA-seq kit – pico input mammalian (Takara) using a modified fragmentation time (0–4 min) to accommodate lower quality RNA. cDNA fragments were indexed and amplified before being cleaned up (Beckman) and depleted of ribosomal RNA (Takara). Following depletion, cDNA libraries were amplified over 15 cycles of PCR. cDNA libraries were sequenced on a NextSeq 500 system (Illumina) in paired-end 75 mode.

### RNA-seq analysis

Alignment of raw sequence reads to the *Mus musculus* GRCm38.p5 GENCODE reference genome and the generation of gene level abundance estimates were performed using the STAR aligner (v.2.5.2a)^57^. Multivariate linear regression analysis was accomplished using the R package limma (v.3.32.2)^58^ and genes with Benjamini-Hochberg corrected *P* values less than 0.01 were considered as differentially expressed. KEGG pathway analysis was performed using the R package gprofiler (v.0.6.1)^59^ and top 10% most significantly enriched pathways were selected for comparison. Plots were generated using the BPG R package (v.5.7.1). All analyses and visualization were run in the R statistical environment (v.3.4.0).

### Statistical analyses

Sample sizes were chosen based on previous experience with comparable experiments utilizing animal models that generated measurable and reproducible responses^10,11^. In every instance, n represents a distinct biological replicate unless otherwise stated. Data for biological replicates were acquired on the same day or pooled from independent days. Where possible, experiments were repeated at least two independent times with successful replication. Data were analyzed using GraphPad prism software and reported as mean ± standard error of the mean (s.e.m). Comparison of data between multiple groups was performed using one-way analysis of variance (ANOVA) followed by Tukey’s post-hoc multiple comparison test, and analysis between two groups was made using Student’s *t*-test (two-tailed). Statistical significance is recognized at *p*<0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Peer Review File

Reporting Summary

Source Data

## Data Availability

Data that support the findings of this study are available from the corresponding author upon reasonable request. RNA-sequencing data are available from GEO under accession number GSE123714. The source data underlying Figs. 1b, e, i, 2f, g, i, j, 3d, e, 4c, f, i, l, 5b, 7b-g, j and Supplementary Figs. 1b and 8a, b are provided as a Source Data file.

## References

[1] Joshi PA, Di Grappa MA, Khokha R (2012). Active allies: hormones, stem cells and the niche in adult mammopoiesis. Trends Endocrinol. Metab..

[2] Stingl J, Caldas C (2007). Molecular heterogeneity of breast carcinomas and the cancer stem cell hypothesis. Nat. Rev. Cancer.

[3] Stingl J (2006). Purification and unique properties of mammary epithelial stem cells. Nature.

[4] Shackleton M (2006). Generation of a functional mammary gland from a single stem cell. Nature.

[5] Van Keymeulen A (2011). Distinct stem cells contribute to mammary gland development and maintenance. Nature.

[6] Rios AC, Fu NY, Lindeman GJ, Visvader JE (2014). In situ identification of bipotent stem cells in the mammary gland. Nature.

[7] Wang D (2015). Identification of multipotent mammary stem cells by protein C receptor expression. Nature.

[8] Wang C, Christin JR, Oktay MH, Guo W (2017). Lineage-biased stem cells maintain estrogen-receptor-positive and -negative mouse mammary luminal lineages. Cell Rep..

[9] van Amerongen R, Bowman AN, Nusse R (2012). Developmental stage and time dictate the fate of Wnt/beta-catenin-responsive stem cells in the mammary gland. Cell. Stem. Cell..

[10] Joshi PA (2010). Progesterone induces adult mammary stem cell expansion. Nature.

[11] Joshi PA (2015). RANK signaling amplifies WNT-responsive mammary progenitors through R-SPONDIN1. Stem Cell Rep..

[12] Casey AE (2018). Mammary molecular portraits reveal lineage-specific features and progenitor cell vulnerabilities. J. Cell. Biol..

[13] Parmar H, Cunha GR (2004). Epithelial-stromal interactions in the mouse and human mammary gland in vivo. Endocr. Relat. Cancer.

[14] Wiseman BS, Werb Z (2002). Stromal effects on mammary gland development and breast cancer. Science.

[15] Houthuijzen JM, Jonkers J (2018). Cancer-associated fibroblasts as key regulators of the breast cancer tumor microenvironment. Cancer Metastas-. Rev..

[16] Barcellos-Hoff MH, Ravani SA (2000). Irradiated mammary gland stroma promotes the expression of tumorigenic potential by unirradiated epithelial cells. Cancer Res..

[17] Maffini MV, Soto AM, Calabro JM, Ucci AA, Sonnenschein C (2004). The stroma as a crucial target in rat mammary gland carcinogenesis. J. Cell. Sci..

[18] Gyorki DE, Asselin-Labat ML, van Rooijen N, Lindeman GJ, Visvader JE (2009). Resident macrophages influence stem cell activity in the mammary gland. Breast Cancer Res..

[19] Zhao C (2017). Stromal Gli2 activity coordinates a niche signaling program for mammary epithelial stem cells. Science.

[20] Landskroner-Eiger S, Park J, Israel D, Pollard JW, Scherer PE (2010). Morphogenesis of the developing mammary gland: stage-dependent impact of adipocytes. Dev. Biol..

[21] Couldrey C (2002). Adipose tissue: a vital in vivo role in mammary gland development but not differentiation. Dev. Dyn..

[22] Hepler C, Vishvanath L, Gupta RK (2017). Sorting out adipocyte precursors and their role in physiology and disease. Genes Dev..

[23] Rodeheffer MS, Birsoy K, Friedman JM (2008). Identification of white adipocyte progenitor cells in vivo. Cell.

[24] Lee YH, Petkova AP, Mottillo EP, Granneman JG (2012). In vivo identification of bipotential adipocyte progenitors recruited by beta3-adrenoceptor activation and high-fat feeding. Cell. Metab..

[25] Berry R, Rodeheffer MS (2013). Characterization of the adipocyte cellular lineage in vivo. Nat. Cell Biol..

[26] Andrae J, Gallini R, Betsholtz C (2008). Role of platelet-derived growth factors in physiology and medicine. Genes Dev..

[27] Hoch RV, Soriano P (2003). Roles of PDGF in animal development. Development.

[28] Festa E (2011). Adipocyte lineage cells contribute to the skin stem cell niche to drive hair cycling. Cell.

[29] Macias H, Hinck L (2012). Mammary gland development. Wiley Interdiscip. Rev. Dev. Biol..

[30] Shehata M (2012). Phenotypic and functional characterization of the luminal cell hierarchy of the mammary gland. Breast Cancer Res..

[31] Sleeman KE (2007). Dissociation of estrogen receptor expression and in vivo stem cell activity in the mammary gland. J. Cell. Biol..

[32] Asselin-Labat ML (2010). Control of mammary stem cell function by steroid hormone signalling. Nature.

[33] Visvader JE, Stingl J (2014). Mammary stem cells and the differentiation hierarchy: current status and perspectives. Genes Dev..

[34] Hudak CS (2014). Pref-1 marks very early mesenchymal precursors required for adipose tissue development and expansion. Cell Rep..

[35] Gulyaeva O, Nguyen H, Sambeat A, Heydari K, Sul HS (2018). Sox9-Meis1 inactivation is required for adipogenesis, advancing Pref-1(+) to PDGFRalpha(+) cells. Cell Rep..

[36] Jeffery E (2014). Characterization of Cre recombinase models for the study of adipose tissue. Adipocyte.

[37] Joshi PA, Chang H, Hamel PA (2006). Loss of Alx4, a stromally-restricted homeodomain protein, impairs mammary epithelial morphogenesis. Dev. Biol..

[38] De Pascalis C, Etienne-Manneville S (2017). Single and collective cell migration: the mechanics of adhesions. Mol. Biol. Cell.

[39] Maritzen T, Schachtner H, Legler DF (2015). On the move: endocytic trafficking in cell migration. Cell. Mol. Life Sci..

[40] Bunney TD, Katan M (2010). Phosphoinositide signalling in cancer: beyond PI3K and PTEN. Nat. Rev. Cancer.

[41] Fraser JK, Wulur I, Alfonso Z, Hedrick MH (2006). Fat tissue: an underappreciated source of stem cells for biotechnology. Trends Biotechnol..

[42] Safford KM (2002). Neurogenic differentiation of murine and human adipose-derived stromal cells. Biochem. Biophys. Res. Commun..

[43] Lue J (2010). Transdifferentiation of adipose-derived stem cells into hepatocytes: a new approach. Liver Int..

[44] Morroni M (2004). Reversible transdifferentiation of secretory epithelial cells into adipocytes in the mammary gland. Proc. NatlAcad. Sci. USA.

[45] Ishay-Ronen D (2019). Gain fat-lose metastasis: converting invasive breast cancer cells into adipocytes inhibits cancer metastasis. Cancer Cell..

[46] Vona-Davis L, Howard-McNatt M, Rose DP (2007). Adiposity, type 2 diabetes and the metabolic syndrome in breast cancer. Obes. Rev..

[47] Renehan AG, Zwahlen M, Egger M (2015). Adiposity and cancer risk: new mechanistic insights from epidemiology. Nat. Rev. Cancer.

[48] Zeve D, Tang W, Graff J (2009). Fighting fat with fat: the expanding field of adipose stem cells. Cell. Stem. Cell..

[49] Park J, Morley TS, Kim M, Clegg DJ, Scherer PE (2014). Obesity and cancer--mechanisms underlying tumour progression and recurrence. Nat. Rev. Endocrinol..

[50] Bertolini F, Orecchioni S, Petit JY, Kolonin MG (2014). Obesity, proinflammatory mediators, adipose tissue progenitors, and breast cancer. Curr. Opin. Oncol..

[51] Morsing M (2016). Evidence of two distinct functionally specialized fibroblast lineages in breast stroma. Breast Cancer Res..

[52] Cardiff RD, Wellings SR (1999). The comparative pathology of human and mouse mammary glands. J. Mammary Gland Biol. Neoplasia.

[53] Nolan E (2016). RANK ligand as a potential target for breast cancer prevention in BRCA1-mutation carriers. Nat. Med..

[54] Sigl V (2016). RANKL/RANK control Brca1 mutation-driven mammary tumors. Cell Res..

[55] Kelsey JL, Gammon MD, John EM (1993). Reproductive factors and breast cancer. Epidemiol. Rev..

[56] van Kruijsdijk RC, van der Wall E, Visseren FL (2009). Obesity and cancer: the role of dysfunctional adipose tissue. Cancer Epidemiol. Biomark. Prev..

[57] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[58] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[59] Reimand J (2016). g:Profiler-a web server for functional interpretation of gene lists (2016 update). Nucleic Acids Res..

# Supplementary material for: PDGFRα+ stromal adipocyte progenitors transition into epithelial cells during lobulo-alveologenesis in the murine mammary gland
**Source:** Nat Commun. 2019 Apr 15;10:1760. doi: 10.1038/s41467-019-09748-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1
**Description:** Optical sections through an adult Pdgfr­CreR26mTmG mammary wholemount presented in Fig. 2b.

**Title:**  Supplementary Movie 2
**Description:** Optical sections through an adult TAM‐induced, hormone‐stimulated Pdgfr­CreERTR26mTmGmammary wholemount presented in Fig. 4e.

**Title:** Supplementary Movie 3
**Description:** 3D rendering of a Z stack acquired from imaging an immunostained adult Pdgfr­CreERTR26mTmG mammary tissue section presented in Fig. 4e. Tissue was stained for GFP (green), tdTomato (red) and PDGFR­­(magenta).

**Title:** Supplementary Movie 4
**Description:** 3D visualization of a transplanted wild‐type non‐reporter mammary epithelial outgrowth arising in a Pdgfr­CreERTR26mTmG cleared fat pad that was TAM‐induced and hormone treated after transplantation, presented in Fig.6b. Tissue was stained for GFP (green), EpCAM (red) and DAPI (blue).

**Title:** Supplementary Movie 5
**Description:** Time lapse imaging of GFP+ fibroblasts isolated from Pdgfr­CreR26mTmG mammary glands co‐cultured with tdTomato+ epithelial organoids from a Cre‐ R26mTmGmammary gland and treated with PDGFCC as shown in Fig. 7h.

**Title:** Supplementary Movie 6
**Description:** Time lapse imaging of GFP+ fibroblasts isolated from Pdgfr­CreR26mTmG mammary glands co‐cultured with tdTomato+ epithelial organoids from a Cre‐ R26mTmGmammary gland and treated with vehicle control a shown in Fig. 7h

How the deposited data were processed for this re-analysis (not part of the article)

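Read counts per gene that the authors deposited for 28 libraries were the starting point, and reads were not aligned again. The unit is a count of sequenced reads per gene, without molecular identifiers and without normalization by the authors. The methods name STAR for alignment and gene counts and GRCm38.p5 with a GENCODE annotation whose release is not stated, so symbols and coordinates were taken from GENCODE M21, in which 50376 gene IDs were found, 45737 of them with the same version. The group of each library was taken from its title. In the values that the paper's Source Data give for Fig. 7c, 28 of 28 libraries matched their own label best, which tests the reading of the labels here and not the handling of samples before sequencing.

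The GFP+ and tdTomato+ stromal and luminal cells with the same replicate number and treatment were taken as sorted from the same mouse, as the sample titles number them. Untreated and E+P-treated mice with the same number are different mice and were not paired. Both pairings were examined by correlating deviations from group means. Because deviations cancel out within a group, the correlation between different mice or numbers is tied to that within the same one and is no separate reference.

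Counts were scaled by TMM, low-count genes were removed with filterByExpr, and differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with robust dispersions and each combination of subset and treatment as a group. Adjusted p values are Benjamini-Hochberg over all genes tested in a comparison, and a gene was called at the paper's threshold of 0.01. Tests are two-sided unless stated otherwise. Log2 fold changes come from edgeR with its default shrinkage of low counts, and the standard error of each is its absolute value divided by the square root of F. CPM are scaled by TMM, and log2 CPM have a prior count of 2. Single genes were also tested by exact permutation of the group labels on log2 CPM, and by sign flips within mice where the samples are paired.

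The tests, thresholds, alternatives, gene lists and comparisons were chosen before the data were examined, except where the text says otherwise. Alternatives were DESeq2 size factors in edgeR, scaling by library size only, the Wald test of DESeq2 1.42.0, voom and trend of limma 3.58.1, no low-count filter, an adjusted p of 0.05, the mouse or replicate number as a block, a fit of only the groups compared, and leaving out each mouse in turn. Clustering and distances had alternatives of distance, linkage, gene choice and prior count. Pathway lists had the direction of the genes, gene sets of Reactome, the test fry and the statistics of the other fits as alternatives.

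Genes named are the 29 genes that the paper names or shows and, for a comparison, up to 3 genes in each direction with the largest log2 fold change. These had to pass the threshold, to have a mean of at least 10.0 CPM in the higher group and to lie on the same side in every mouse. Of 359 tests of the 29 genes over all comparisons, 115 passed an adjusted p of 0.01. Of 58 exact tests of single genes between GFP+ and tdTomato+ cells, 36 had a p under 0.05.

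The 8 pathway lists and the lists of cell kinds were written by hand, because the KEGG sets used in the paper were not used here. Over-representation among DEGs was tested with Fisher's exact test, changes of membership between treatments with McNemar's exact test, and shifts of whole lists with camera at an inter-gene correlation of 0.01.

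The fits were tried on simulated counts with known changes of at most 4-fold in 200 genes. Before the change, a gene had the same mean in all groups of a lineage. Of changed genes that were tested, 61.1% were called between GFP+ and tdTomato+ stroma, 48.4% for E+P in GFP+ luminal cells, 32.0% for E+P in GFP+ stroma and 21.1% for the interaction of subset and E+P in stroma. For 4-fold changes these shares were 75.5%, 68.0%, 48.5% and 41.7%. At most 1 unchanged gene was called in a comparison.

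Quantitative PCR, imaging and flow cytometry were not analysed here.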

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

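The corrections for depth, GC content, gene length and abundant genes, the matched random lists, the correlations of *Pdgfa* with marker lists, the lineage comparison of hormone responses and the distances without muscle genes were chosen after the results had been seen.

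TdTomato+ stroma held RNA of cell kinds that the paper does not discuss in these samples. Genes of skeletal muscle summed to 20990 CPM on average over the 7 mice and genes of pericytes and smooth muscle to 8629 CPM. The basal epithelial list summed to 3265 CPM, but nearly all of this was *Myh11* and *Acta2*, which are also on the pericyte and smooth muscle list, so it does not show basal cells. RNA from lysed cells, shared by all samples of a mouse, would have reached GFP+ stroma as well, but there the lists stood at 0.256%, 2.39% and 1.27% of these levels. In the values of Fig. 7c 28 of 28 libraries matched their own label, but these are values of the same libraries, so a swap before sequencing would be in both and this match cannot exclude it. The levels exclude an exchange of a tdTomato+ stromal library with one of another subset or lineage. Each tdTomato+ stromal library held between 5453 and 45590 CPM of muscle genes, and no other library more than 111.3 CPM. *Pdgfra* was higher in GFP+ than in tdTomato+ stroma in 7 of 7 mice. An exchange among tdTomato+ stromal libraries, or among luminal libraries, would have kept this order and is not excluded. Reads shared between related genes would touch few genes of a list, whereas 95.8% of the muscle genes and 12 of 12 pericyte genes were higher in tdTomato+ stroma in 7 of 7 mice. Only 5 of 10 genes of the basal list were. Genes of muscle satellite cells summed to 633.4 CPM in tdTomato+ stroma and to 20.4% of this in GFP+ stroma. Among them, *Pax7* was nearly absent from untreated GFP+ stroma (0.0229 CPM), and *Myf5* stood at 81.7 CPM in untreated tdTomato+ and 0 CPM in untreated GFP+ stroma. *Vcam1* went the other way, with 121 of the list's 141.1 CPM in untreated GFP+ stroma against 99.8 CPM in untreated tdTomato+ stroma. Of the satellite cell genes, 5 of 7 were higher in tdTomato+ stroma in 7 of 7 mice. Myofibres caught in the sort, sorted satellite cells and expression within other tdTomato+ stromal cells cannot be told apart here, and no biological explanation was tested.

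*Pdgfa* was highest in tdTomato+ stroma. Over its 7 libraries, log2 CPM of *Pdgfa* correlated with the summed genes of skeletal muscle at a Pearson's r of 0.633 (exact permutation p = 0.118, adjusted p = 0.31), of pericytes at 0.268 (exact permutation p = 0.548), of basal epithelial cells at 0.331 (exact permutation p = 0.467) and of satellite cells at 0.597 (exact permutation p = 0.155). Without the 2 libraries farthest out on each list, r was −0.074, 0.795, −0.409 and 0.839 in the same order. With 7 libraries, RNA of skeletal muscle, pericytes or satellite cells remains open as the source. The basal list rests on genes it shares with the pericyte list. Of its other genes, *Krt14*, *Krt5*, *Krt17* and *Trp63* had group means of at most 1.58, 0.71, 2.48 and 4.66 CPM in tdTomato+ stroma. These levels argue against basal cells as the source.

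Muscle RNA could also enlarge the distance between GFP+ and tdTomato+ stroma, and so could make luminal cells look relatively nearer. Without 858 genes that follow the muscle list at r above 0.8, the distance to luminal cells exceeded that to tdTomato+ stroma by 45.2%, against 32.5% with these genes. The genes left out are among those that separate the stromal subsets, so a rise was to be had from their removal alone, and the share of muscle RNA in the distance cannot be told from it.

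Division of mice by chance was tested by exchanging labels. Between GFP+ and tdTomato+ cells over all mice, in stroma and in luminal cells, and between stroma and luminal cells, the true labels alone of 64 within-mouse splits gave as many genes (1 split each), and the highest other splits gave 556, 2369 and 7424. For untreated mice alone 1 of 8 splits, and for E+P-treated mice alone 1 of 4, is the smallest share that can occur, so this test by itself cannot exclude chance there. In these comparisons the other splits gave 0 genes, against 5060 and 4988 in stroma and 2547 and 4206 in luminal cells with the true labels, and 3830 of the 3831 stromal genes shared by the different mice of both treatments had the same direction. For E+P against untreated mice and the interactions, 1 of the 8 splits that part 3 mice of the same number gave as many genes, which also is the smallest share that can occur. Over all 35 splits of 7 mice, 1 gave as many for E+P in GFP+ stroma and in both luminal subsets and for each interaction, with at most 7 genes in any other. In tdTomato+ stroma 2 of 35 did, and the other gave 36 genes against 22.

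The response to E+P differed between groups in 4 tests. The interaction of subset and E+P passed for 8 genes in stroma (1858 with an unadjusted p under 0.05) and for 376 genes in luminal cells. The response differed between luminal and stromal cells for 180 genes in GFP+ cells and 910 in tdTomato+ cells. For the lineage differences 1 of 8 splits and 1 of 35 splits gave as many genes, with at most 2 and 91 in any other. When all libraries were thinned to the same depth, the numbers were 8, 309, 137 and 731. Corrected for GC content they were 8, 363, 161 and 937, and corrected for gene length 8, 369, 179 and 923. Without the 100.0 most abundant genes they were 8, 375, 171 and 900. A changed mix of luminal cell kinds could give the luminal and lineage differences. Without genes that differ between luminal subsets at an unadjusted p under 0.05, 63, 26 and 261 genes were left. These genes made up 83.2%, 85.6% and 71.3% of the called genes, against 54.2%, 45.8% and 45.8% of those tested, and their removal alone would lower the numbers this far. A changed response within cells and a changed mix of cells cannot be told apart, and no biological explanation was tested.

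The pathway lists among DEGs were set against random lists matched for expression or length. Matched for length, 6 of 8 lists stood above 95% of random lists in untreated and 7 in E+P-treated mice. Matched for expression, 6 did in untreated and 5 in E+P-treated mice. That list genes are more highly expressed, or longer, than others may therefore account for part of the result in both treatments, since all 8 lists passed against the other genes. In untreated mice endocytosis (36.5% against 39.6%) and PI3K-Akt signalling (37.0% against 39.3%) lay under the lists matched for expression. Against lists matched for length they lay above the mean (32.4% and 35%) but not above 95% of lists.

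In 10 of 112 groups of 4 mice, 5.6 being the number by chance, the lowest or highest log2 CPM of a gene stood apart by Dixon's ratio of gap to range, above its critical value for 4 samples. For *Vim* in untreated GFP+ luminal cells it was replicate 3, lowest, at 0.926, and for *Procr* in untreated tdTomato+ luminal cells replicate 3, highest, at 0.99. In tdTomato+ stroma *Dlk1* had replicate 1 lowest (0.83) and *Pdgfb* replicate 4 lowest (0.956). In GFP+ stroma *Krt19* had replicate 2 highest (0.84), *Notch1* replicate 2 lowest (0.907), *Alx4* replicate 3 highest (0.937) and *Pdgfc* replicate 2 highest (0.839). *Pparg* in GFP+ luminal cells had replicate 2 highest (0.894) and *Pdgfc* in tdTomato+ luminal cells replicate 2 lowest (0.947). The cause was not tested, and no library was left out of the results for it.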

How the results depend on the processing

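Gene z-scores and the genes and values shown for Supplementary Fig. 8a were chosen as alternatives for the distances after the values had been seen.

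Of 578 values that alternatives gave for 70 results on single genes, 544 kept the direction and the call, 13 lost the call, 19 gained it and 2 changed direction. Leaving out each mouse in turn kept 431 of 490, with 54 weaker, 2 stronger and 3 reversed. The reversed results concern *Alx4* in tdTomato+ stroma with E+P, whose log2 fold change was −0.25 with limma-voom, −0.042 with limma-trend and between −0.47 and 0.64 with mice left out. Of 94 values for the shares of pathway lists, 78 were the same, 11 weaker and 5 reversed.

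For E+P in GFP+ stroma, the 41 genes became 192 with the DESeq2 Wald test, 100 with limma-voom, 459 with no low-count filter, 187 in a fit on the 2 groups compared only, 1.3e+02 at an adjusted p under 0.05 and 16 to 46 without 1 mouse. For E+P in tdTomato+ stroma, the 22 genes became 34 with library size only, 384 with DESeq2, 8 with limma-voom, 840 without the filter, 143 at 0.05 and 1 to 85 without 1 mouse. In the fit on the 2 groups only there were 0 genes, and 1715 had an unadjusted p under 0.05. The 8 genes of the stromal interaction became 1.1e+02 with DESeq2, 4 with limma-voom, 506 without the filter, 13 with the replicate block, 43 at 0.05 and 1 to 13 without 1 mouse. Almost all genes called without the filter were genes that the filter keeps (459 of 459, 825 of 840 and 505 of 506). The cause was not tested.

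Untreated and E+P-treated mice of the same number are different mice, and their deviations correlated at −0.015, against 0.005 for other numbers. With the replicate number as a block, E+P changed 55 genes in GFP+ stroma, 45 in tdTomato+ stroma, 904 in GFP+ luminal cells and 2177 in tdTomato+ luminal cells. The luminal interaction had 477 genes with the block.

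Between luminal subsets, the 2547 genes of untreated mice became 3884 with DESeq2, 1226 in the fit on the 2 groups only, 4974 at 0.05 and 978 to 2187 without 1 mouse. The 4206 genes of E+P-treated mice became 6499 at 0.05 and 1690 to 4418 without 1 mouse. For E+P in GFP+ luminal cells, 985 genes became 2035 with DESeq2, 560 in the fit on the 2 groups only, 2475 at 0.05 and 169 to 962 without 1 mouse. For E+P in tdTomato+ luminal cells, 2327 became 3558 with DESeq2, 4444 at 0.05 and 1140 to 2144 without 1 mouse. The 376 genes of the luminal interaction became 1014 with DESeq2, 1089 at 0.05 and 33 to 314 without 1 mouse. The 4988 genes between stromal subsets of E+P-treated mice became 7107 at 0.05, 6009 with DESeq2 and 3167 to 5214 without 1 mouse.

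Scaling by library size only changed the split of directions. The higher share went from 45.3% to 60.8% between luminal subsets over all mice, from 45.3% to 59.5% in untreated and from 44.5% to 63.3% in E+P-treated mice. For E+P it went from 53.3% to 36.0% in GFP+ and from 54.2% to 25.2% in tdTomato+ luminal cells, for the luminal interaction from 34.6% to 55.2% and between stroma and luminal cells from 51.9% to 38.8%. For the luminal subsets the median log2 fold change over all genes was 0.14 with this scaling. With DESeq2 the higher share for E+P in GFP+ stroma was 53.1%, against 70.7%.

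The excess distance of GFP+ stroma to luminal cells, 32.5%, was 3.6% with gene z-scores, −35.2% on the genes of Supplementary Fig. 8a in untreated mice and −34.3% with the paper's log2 CPM of these. Without 1 mouse it was 28.1% to 31.8%.

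Of the 8 pathway lists, 5 passed with only DEGs higher and 5 with only DEGs lower in GFP+ stroma of untreated mice. With only the lower DEGs, endocytosis had 14.3% in untreated and 12.7% in E+P-treated mice and lysosome 7.3% and 8.3%, each under the background. With Reactome's set for Lysosome Vesicle Biogenesis in place of the lysosome list, the share was 13.0% in untreated mice. In the interaction, 0 to 1 lists passed without 1 mouse, and the median of the endocytosis list minus that of the other genes lay between −0.075 and 0.011.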

Differences from the paper's values

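The settings with gene z-scores and with the genes and values of Supplementary Fig. 8a were chosen after seeing the values; the other alternatives were set before the data were examined.

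The paper reports 7555 DEGs between the stromal subsets and 7466 were found here. The mean log2 CPM of *Cd34* in untreated GFP+ luminal cells is 0.01043 in the paper's Source Data and −0.013 here, with an SD of 0.847 in the paper's values. Scaling by library size only gave 0.205, which has the paper's sign but lies farther from its value than the main scaling does. A prior count of 0.25 gave −0.205.

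Shares in Fig. 7e are of the genes of a KEGG pathway. Those here are of the tested genes of a list written by hand, so their levels are not like for like. In Fig. 7e the paper gives 18.4% of the focal adhesion pathway as DEGs in untreated mice, and 67.6% of the list used here passed. Only DEGs higher in GFP+ stroma come near the paper's share, with 25.0%. For ECM-receptor interaction the paper gives 25.3% in untreated mice against 69.6% here, where only DEGs lower in GFP+ stroma come near, with 27.5%. In E+P-treated mice it gives 28.9% against 68.1%, which DEGs lower only (29.0%) and DEGs higher only (39.1%) approach. For PI3K-Akt signalling in E+P-treated mice it gives 23.3% against 45.4%, which DEGs higher only (21.3%) and DEGs lower only (24.1%) approach. Reactome sets, limma-voom, an adjusted p of 0.05 and the block did not close any of these 4 gaps.

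Over its KEGG pathway, the paper's share for focal adhesion rises with E+P, from 18.4% to 44.8%. Over the hand-written list here it fell from 67.6% to 58.8%, so the trends are of different gene sets. The paper lists adherens junction in untreated mice only, and here 38 of 71 genes passed in each treatment. Endocytosis, which the paper lists only with E+P, had 46 genes in untreated and 45 in E+P-treated mice here. Fig. 7e shows only the pathways ranked as most significantly enriched, so a pathway missing there may still hold DEGs.

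The paper describes GFP+ stroma as more similar to luminal cells than to tdTomato+ stroma, and here it was nearer to tdTomato+ stroma in 7 of 7 mice. None of the alternatives set before the data were examined changes this. The genes shown for Supplementary Fig. 8a in the Source Data, chosen after seeing the values, reach the paper's order, with a distance to luminal cells smaller in 4 of 4 untreated mice (−35.2%, and −34.3% with the paper's log2 CPM), and gene z-scores, also chosen after seeing the values, give it in 2 of 7 mice.

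The paper describes an increase of *Alx4* in response to hormones. Its rise of 1.70 in GFP+ stroma has the same direction but an adjusted p of 0.135, and limma-voom, the fit of the 2 groups only and the fit without the low-count filter bring it under 0.01. The paper places expression of *Pdgfa* in the epithelium, and here tdTomato+ stroma had the highest mean, 94.9 CPM with E+P against at most 15.8 CPM in a luminal group. Scaling by library size only gives the same order.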

Other observations

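Each observation was chosen after the results had been seen.

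*Esr1* fell with E+P in all 4 subsets, with log2 fold changes of −1.74 in GFP+ stroma, −1.18 in tdTomato+ stroma, −2.30 in GFP+ luminal cells and −1.26 in tdTomato+ luminal cells (adjusted p = 1.4e-04, 0.0081, 0.0051 and 0.038, edgeR). Each E+P-treated mouse lay under each untreated mouse in every subset.

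Of the genes called in stroma, 3830 of 3831 shared by untreated and E+P-treated mice had the same direction, and the log2 fold changes of all 17783 genes correlated at 0.848 between treatments.

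*Ly6a* had opposite orders in the lineages, higher in GFP+ stroma and lower in GFP+ luminal cells than in the tdTomato+ cells of the same lineage.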
